# An endosiRNA-Based Repression Mechanism Counteracts Transposon Activation during Global DNA Demethylation in Embryonic Stem Cells

**DOI:** 10.1016/j.stem.2017.10.004

**Published:** 2017-11-02

**Authors:** Rebecca V. Berrens, Simon Andrews, Dominik Spensberger, Fátima Santos, Wendy Dean, Poppy Gould, Jafar Sharif, Nelly Olova, Tamir Chandra, Haruhiko Koseki, Ferdinand von Meyenn, Wolf Reik

**Keywords:** RNAi, DNMT1, germ line, primordial germ cell, transposable element, repeats, small RNAs, endogenous retroviruses, IAP elements

## Abstract

Erasure of DNA methylation and repressive chromatin marks in the mammalian germline leads to risk of transcriptional activation of transposable elements (TEs). Here, we used mouse embryonic stem cells (ESCs) to identify an endosiRNA-based mechanism involved in suppression of TE transcription. In ESCs with DNA demethylation induced by acute deletion of *Dnmt1*, we saw an increase in sense transcription at TEs, resulting in an abundance of sense/antisense transcripts leading to high levels of ARGONAUTE2 (AGO2)-bound small RNAs. Inhibition of *Dicer* or *Ago2* expression revealed that small RNAs are involved in an immediate response to demethylation-induced transposon activation, while the deposition of repressive histone marks follows as a chronic response. *In vivo*, we also found TE-specific endosiRNAs present during primordial germ cell development. Our results suggest that antisense TE transcription is a “trap” that elicits an endosiRNA response to restrain acute transposon activity during epigenetic reprogramming in the mammalian germline.

## Highlights

• Global DNA demethylation in embryonic stem cells leads to transposon activation
• Transposon activation increases the abundance of sense/antisense transcripts
• ARGONAUTE2-bound endosiRNAs accumulate at high levels for acute repression
• Longer-term transposon repression depends on repressive histone marks

## Introduction

Epigenetic reprogramming in the mammalian germline is key for restoration of developmental potency and occurs at the preimplantation stage of embryonic development and during development of primordial germ cells (PGCs) (Reik and Surani, 2015). These events lead to global DNA methylation and H3K9me2 erasure together with the transient transcriptional activation of specific classes of transposable elements (TEs) (Hajkova et al., 2008, Rowe and Trono, 2011). This raises fundamental questions about the regulation of TE defense in the absence of repressive epigenetic marks.

TEs comprise ∼50% of the mammalian genome and can be categorized into two major classes: retrotransposons and DNA transposons (Lander et al., 2001). While most TEs in the genome are inactive due to mutations and/or truncations, around 1%–2% of long interspersed nuclear elements (LINEs) and endogenous retroviruses (ERVs) remain able to retrotranspose (Maksakova et al., 2006). Notably, the ERV family members intracisternal A particles (IAPs) and early transposons (ETns) are the most active TEs in the murine germline (Maksakova et al., 2006).

Due to their ability to retrotranspose, TEs are thought to play an important role in genome evolution, but can also cause genetic diseases (Goodier and Kazazian, 2008). In order to protect the genome from harmful mutations, regulatory mechanisms must be in place to limit their transcription.

TE activity is controlled by multiple epigenetic mechanisms including DNA methylation, repressive histone modifications, and small RNAs (Rowe and Trono, 2011). In somatic tissues, DNA methylation and H3K9me2/3 have been shown to be responsible for TE silencing (Walsh et al., 1998, Hutnick et al., 2010). However, in the germline, DNA methylation and H3K9me2 are globally erased, while H3K9me3 is maintained and H3K27me3 is redistributed (Iurlaro et al., 2017, Tang et al., 2016). Indeed, deletion of the H3K9me3 methyltransferase *Setdb1* leads to activation of IAPs during PGC development as well as in mouse embryonic stem cells (ESCs) (Karimi et al., 2011, Maksakova et al., 2006). Further, global demethylation of naive ESCs results in transcriptional activation of TEs and subsequent resilencing by a redistribution of repressive histone marks (Walter et al., 2016).

A number of studies have demonstrated that small RNAs may also act post-transcriptionally as a second-tier defense against TEs, particularly in the germline. In mouse oocytes, microRNAs (miRNAs) and endogenous short interfering RNAs (endosiRNAs) that control TE expression have been identified (Tam et al., 2008, Flemr et al., 2013, Watanabe et al., 2006), and in the male germline PIWI-interacting small RNAs (piRNAs) can also control TE expression (Aravin et al., 2008). In ESCs, tRNA fragments have been recently described to play a role in ERV translational control (Schorn et al., 2017).

In contrast to somatic cells, increased pervasive transcription across TEs was reported in ESCs, suggesting that TEs may regulate transcription of long noncoding RNAs (lncRNAs) (Kelley and Rinn, 2012). Intriguingly, however, in yeast it was shown that genome-wide pervasive transcription antisense to transposons leads to an RNAi response as a defense mechanism against TEs (Cruz and Houseley, 2014). Sense/antisense transcription permits the production of double-stranded RNA (dsRNA) triggering RNAi (Fire et al., 1998), which has also been identified as a control mechanism of TEs (Robert et al., 2005).

Here we test the hypothesis that genic transcripts antisense to TEs serve as a trap for transcriptional activation of TEs during global demethylation in mammals. Generation of *Dicer* as well as *Ago2* conditional and constitutive knockout ESC lines in the background of a *Dnmt1* conditional knockout (cKO) line allowed us to define an “immediate” endosiRNA-dependent repressive response to TE activation and a subsequent “chronic” response, characterized by targeting of repressive histone modifications.

## Results

### Acute *Dnmt1* Deletion Leads to TE Demethylation in ESCs

Our experimental system recapitulates epigenetic reprogramming of early embryos and PGCs *in vitro*. We used Cre-mediated conditional *Dnmt1* deletion in ESCs (*Dnmt1* cKO) (Sharif et al., 2016) and sampled DNA and RNA at several defined time points after *Dnmt1* deletion for methylome, long and small transcriptome, and chromatin analyses (Figure 1A).

**Figure 1:**
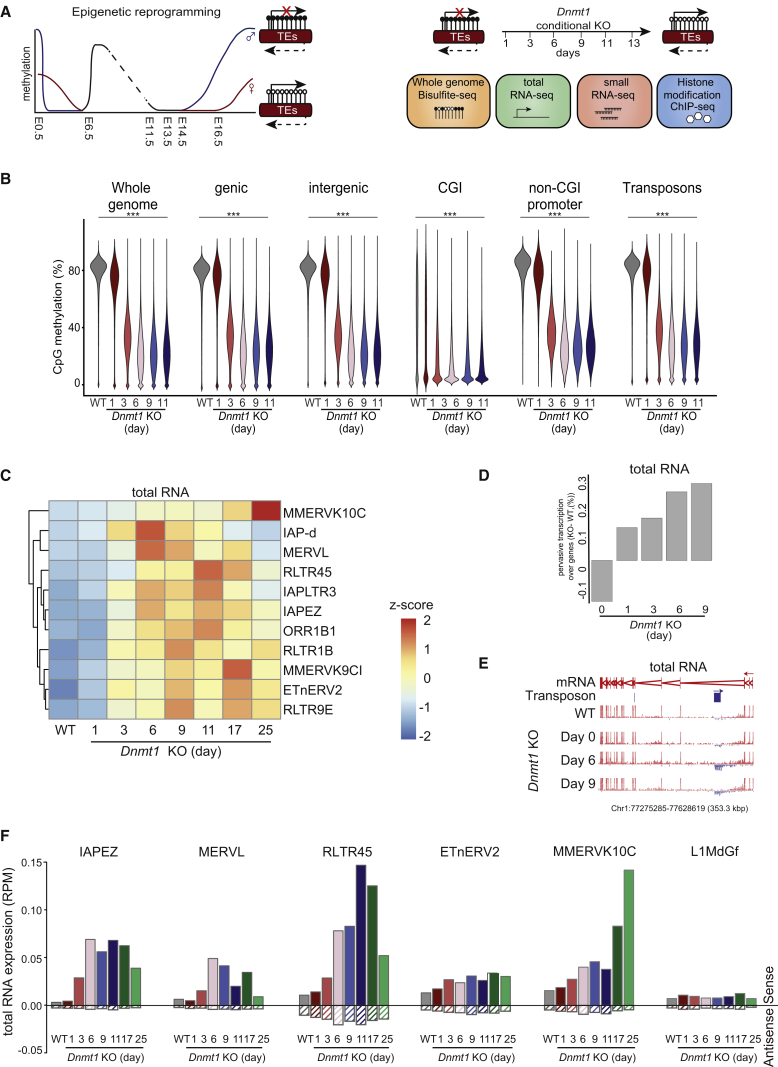
Transcriptional Upregulation of Specific TE Classes upon Acute *Dnmt1* Deletion (A) Left: schematic overview of epigenetic reprogramming during preimplantation and male (blue) and female (red) germline development. Right: schematic of *Dnmt1* cKO as an *in vitro* system for mechanistic study of TE regulation during epigenetic reprogramming. (B) Violin plots showing the distribution of CpG methylation levels measured by WGBS-seq of WT (gray) and conditional *Dnmt1* cKO ESCs induced for days depicted in the figure. The percentage of methylated cytosines was quantified in consecutive 50 CpG windows genome-wide. CGI, CpG island. For significance analysis, Wilcoxon rank-sum test with Bonferroni correction testing with a p value threshold of <0.05. (C) Heatmap of unbiased hierarchical clustering of all TEs responsive to *Dnmt1* cKO across the time course of KO induction. The relative expression (*Z* score) of TEs upon *Dnmt1* cKO is shown; n = 2. (D) Bar graph showing the percentage of genic antisense transcription upon *Dnmt1* deletion in KO relative to WT samples; n = 2. (E) Chromosome view of TE inserted antisense to gene. Position of TE is denoted (top panel) along with sense strand-specific RNA-seq reads (lower panels; sense transcription shown in blue; antisense transcription shown in red). Each read is depicted. Arrows indicate directionality of reads. (F) Expression of TEs in conditional *Dnmt1* cKO ESC. Shown are normalized RNA-seq read counts overlapping different TE classes in sense (filled bars) or antisense (hatched bars) orientation. The figure shows mean of n = 2. See also Figures S1 and S4I and Data S1.

By whole-genome bisulfite sequencing (WGBS-seq), we confirmed that acute deletion of *Dnmt1* led to genome-wide demethylation from an initial 85% CpG methylation to 35% at day 3 after deletion, and 20% at day 6 after deletion with no further demethylation thereafter (Figures 1B and S1A). The residual methylation can be attributed to the activity of the *de novo* DNA methyltransferases (Lei et al., 1996). Upon *Dnmt1* cKO, loss of methylation was observed in genic and intergenic elements, CGIs, and non-CGI promoters (Figure 1B). Characteristic methylation profiles over gene bodies were reduced with the same kinetics as the rest of the genome upon *Dnmt1* cKO (Figure S1B). Furthermore, low methylated regions (LMRs) (Stadler et al., 2011) and active enhancers became demethylated (Figure S1C). Thus, this *in vitro* model results in replication-dependent global demethylation of the genome, which closely resembles the dynamics of global reprogramming in early embryos and PGCs (von Meyenn et al., 2016).

To analyze TEs in WGBS-seq, RNA-seq, and chromatin immunoprecipitation (ChIP)-seq data, we only considered uniquely mapped reads and filtered out TEs overlapping the (± 2 kb) region surrounding genes. While unique mapping might not capture all information about young TEs (as they lack the increased sequence divergence of older TEs that makes unique mapping more efficient; Lerat et al., 2003), this conservative approach allows us to be confident that mapped reads can be definitively ascribed to specific TE subfamilies. Moreover, the filtering of the region (± 2 kb) surrounding genes avoids ambiguity about the origin of TE expression from promoters that are not their own (Figure S1D; Data S1).

Acute *Dnmt1* deletion led to hypomethylation of TEs at the same rate as the rest of the genome (Figures 1B and S1E), with the exception of IAPs, RLTRs, and MMERVK10C, which preserved higher methylation levels (Figure S1F). Thus, our experimental system also closely recapitulates global demethylation dynamics of TEs *in vivo*, including the fact that IAPs are relatively resistant to global demethylation (Seisenberger et al., 2012, Kobayashi et al., 2013).

### Increased Sense Transcription of TEs upon Hypomethylation Combines with Pervasive Antisense Transcription

Next, we performed total RNA-seq upon acute *Dnmt1* deletion to examine if demethylation led to transcriptional activation of TEs. Transcriptional activation was limited to specific classes of ERVs (Figure 1C). We found TEs with increased transcription upon hypomethylation that remained active over the whole time course (MMERVK10C), as well as TEs initially activated but notably subsequently re-silenced (e.g., IAPs and MERVLs).

In addition to TEs, a small number of genes became activated upon loss of DNA methylation (Figures S1G and S1H), including the imprinted genes *Xlr3a*, *Mirg*, and *Rian* (Table S1), consistent with the known roles for methylation in regulation of these genes (Ferguson-Smith, 2011) (Figure S1I). DNA hypomethylation did not result in ESC differentiation, as indicated by the unaltered expression of the core pluripotency network (Figure S1J).

Interestingly, when quantifying reads overlapping with genes, we found upon global hypomethylation increased pervasive transcription in the antisense orientation to those genes (Figure 1D). These pervasive antisense transcripts are in fact produced by transcription of TEs that have integrated in an antisense orientation to the genes (Figure 1E). Consistent with previous studies, high numbers of TEs were found to be preferentially integrated in antisense orientation to genes (van de Lagemaat et al., 2006) (Figure S1K).

We next analyzed the total RNA-seq data to determine whether both sense and antisense transcription was detectable at sites of TE integration. Indeed, TE antisense transcription was found in all TE families, with sense transcripts of members of the ERVs being upregulated consistent with their activation in response to demethylation (Figure 1F). We also included TEs that were not activated by hypomethylation, but instead are regulated in a DICER-dependent manner (Figure 3E).

### Sense/Antisense Transcription of TEs Correlates with AGO2-Bound endosiRNAs

The production of sense and antisense transcripts across TEs is expected to lead to dsRNAs, which can subsequently induce an RNAi response and silence TEs post-transcriptionally. These results suggest that TE expression may be sensed by pervasive antisense transcription, thus constituting a TE “trap” (Figure 2A). To test this hypothesis, we performed small RNA-seq at defined time points after *Dnmt1* deletion. The majority of small RNAs were miRNAs (Figures S2A–S2C) and were expressed independently of DNA methylation, with the exception of miRNAs from the imprinted *Dlk* and *Xlr3* loci (Figures S2D and S2E). Small RNA quantitative real-time PCR of mature miRNAs confirmed their methylation-dependent regulation (Figure S2F). The *Dlk* locus serves as an example of the genome-wide response to acute *Dnmt1* deletion with the imprint control region (ICR) becoming demethylated, leading to transcriptional upregulation of the imprinted locus and embedded miRNAs (Figure S2G).

**Figure 2:**
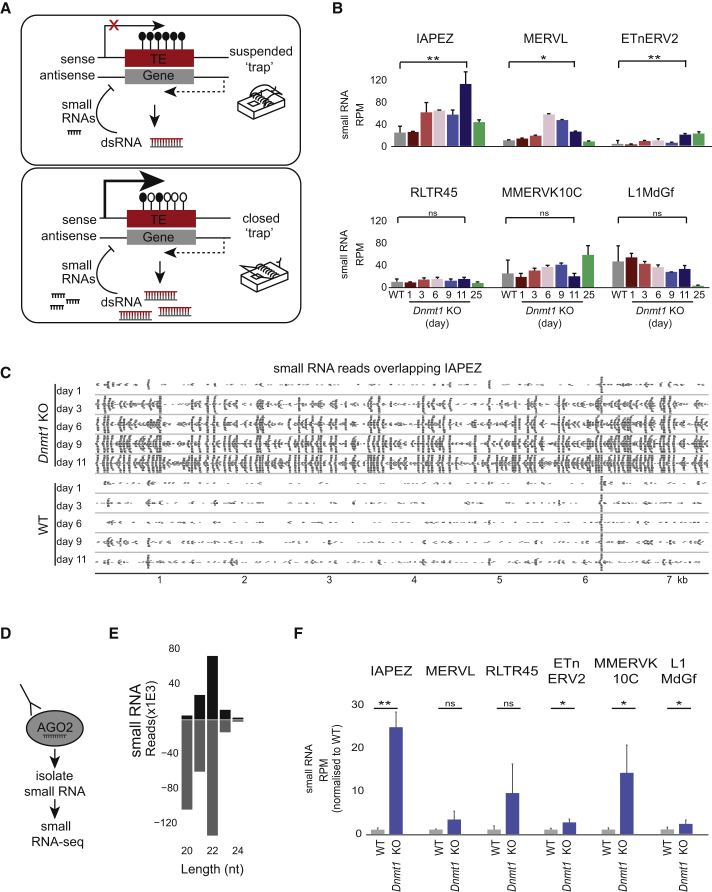
Generation of TE-Derived Small RNAs following Global Demethylation (A) Schematic displaying the hypothesis of pervasive transcription overlapping TEs acting as a “trap” of transcriptional activation of TEs. This could work through the production of dsRNAs from sense and antisense transcripts that feed into the RNAi pathway, which subsequently silences the TEs. (B) Small RNA-seq reads mapped to different classes of TEs from WT (gray) and conditional *Dnmt1* cKO ESCs. ^∗^p < 0.05, ^∗∗^p < 0.005, two-tailed Student’s t test. Bars represent mean ± SD, n = 3. All reads of a size between 20 and 24 nt were mapped to TE consensus sequences. (C) Small RNA-seq reads mapped to the consensus sequence of IAPEZ. All reads of a size between 20 and 36 nt were mapped to the IAPEZ consensus sequence. (D) Schematic displaying AGO2 IP of small RNAs. (E) Size distribution of AGO2-bound small RNAs after AGO2 IP of sense (black) and antisense (gray) small RNAs mapping to repeatmasker consensus sequences using the piPipes small RNA-seq pipeline (Han et al., 2015). (F) Small RNA-seq of AGO2-bound small RNAs mapped to TE classes of WT (gray) and conditional *Dnmt1* cKO ESCs induced for 9 days (light blue). ^∗^p < 0.05, ^∗∗^p < 0.005, two-tailed Student’s t test. Bars represent mean ± SD, n = 4. See also Figures S2 and S4I and Data S1.

Due to the short reads in small RNA-seq, we used TE consensus sequence mapping to analyze global TE-derived small RNAs. This method allows unambiguous alignment to unique TE classes. Notably, we observed a substantial increase of small RNAs mapping to IAP, MERVL, and ETn upon *Dnmt1* deletion (Figure 2B), which in the case of IAPs mapped across the whole length of the element (Figure 2C). Small RNAs mapping to L1MdGf and MMERVK10C were detected both in wild-type (WT) and *Dnmt1* cKO ESCs, respectively (Figure 2B).

The mammalian ARGONAUTE proteins (AGO) are critical components of the RNA-induced silencing complex (RISC). AGO2 can bind miRNAs as well as endosiRNAs and has the ability to “slice” its targets (Doi et al., 2003). We performed AGO2 IP from *Dnmt1* cKO ESCs at day 9 after deletion and analyzed the pull-down by small RNA-seq (Figure 2D). The AGO2 IP small RNA-seq libraries of both WT and *Dnmt1* cKO ESCs were composed 90% of known miRNAs, while 40% of the remaining small RNAs mapped to TEs (Figure S2H, *Dnmt1* cKO shown). This subset of AGO2-bound small RNAs was 22 nt long and mapped to sense and antisense strands of TEs (Figure 2E); the small RNAs had 5′ U overhangs (Figure S2I) and formed characteristic 5′-5′ overlaps at nucleotide 20, identifying them as bona fide endosiRNAs (Figure S2J) (Ghildiyal and Zamore, 2009). AGO2-bound endosiRNAs mapping to MERVL and RLTR45 were expressed throughout the time course while endosiRNAs mapping to L1, IAP, and ETn or MMERVK10C were significantly enriched upon *Dnmt1* deletion (Figure 2F), suggesting that functional endosiRNAs against specific TE classes are generated during global demethylation.

We also generated small RNA-seq libraries of male and female PGCs from embryonic day (E)13.5 and E14.5 embryos and found that ∼10% of all 20–24 nt small RNAs mapped to TEs in both male and female E13.5 and E14.5 PGCs, with small RNAs mapping to IAPEZ and L1MdGf particularly enriched in E14.5 PGCs (Figures S2K and S2L). These small RNAs had the defining properties of endosiRNAs (Figures S2M–S2O), suggesting that a similar response to the one we discovered in ESCs exists during global demethylation in the germline *in vivo*.

### Key RNAi Components Are Involved in the Repression of Specific TE Classes

To investigate whether the observed endosiRNAs were involved in restraining TE expression, we knocked down key components of the endosiRNA and miRNA pathways in *Dnmt1* cKO and monitored IAP expression by quantitative real-time PCR. Upon knockdown of *Dicer* or *Ago2*, both essential components of the RNAi pathway, IAP transcription was strongly upregulated, while knockdown of *Dgcr8* (dispensable for endosiRNA function) had no effect on IAP expression (Figure 3A). This suggests that TEs are controlled by functional endosiRNAs.

**Figure 3:**
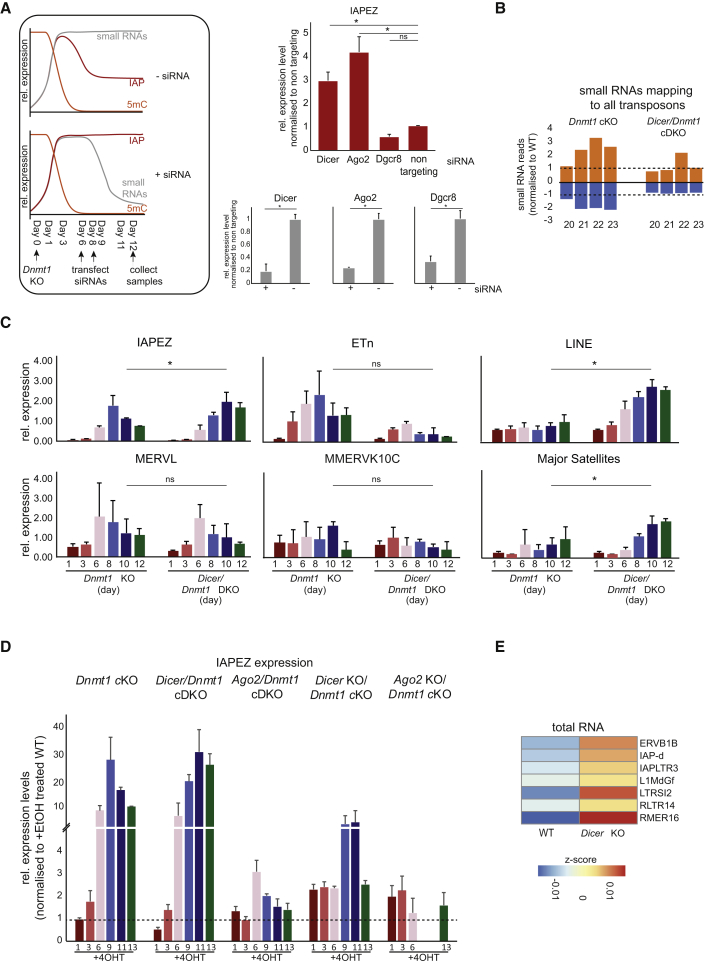
TEs Are Repressed by a DICER Mechanism (A) Knockdown (KD) of RNAi players. Left: schematic of siRNA KD in *Dnmt1* cKO ESCs. The genome gets demethylated (5mC, orange) and IAPs get transcriptionally activated and resilenced (red) if small RNAs are present (gray); however, KD of the RNAi pathway will deplete small RNAs. Lower right: quantitative real-time PCR analysis showing KD efficiencies of *Dicer*, *Ago2*, and *Dgcr8* upon treatment with siRNAs after *Dnmt1* deletion. Upper right: expression of IAPs upon *Dicer*, *Ago2*, *Dgcr8*, or non-targeting siRNA transfection. The data are normalized to non-targeting control. Bars represent mean ± SD, n = 3. ^∗^p < 0.05, ^∗∗^p < 0.005, two-tailed Student’s t test. (B) Small RNA-seq of *Dicer/Dnmt1* cDKO and *Dnmt1* cKO ESCs. Sense (orange) and antisense (blue) small RNAs are separated by size and were mapped to all TEs. Reads were normalized to non-induced WT (*Dicer*^*fl/fl*^*/Dnmt1*^*fl/fl*^) ESCs. (C) Quantitative real-time PCR analysis of TE classes in ESCs following conditional *Dnmt1* cKO or *Dnmt1*/*Dicer* cDKO by treatment with 4OHT or *Dicer* KO. Bars represent mean of two biological replicates with two technical replicates. Values were normalized to *Atp5b* and *Hspcb*, and major satellites were normalized to U1. ^∗^p < 0.05, ^∗∗^p < 0.005, two-tailed Student’s t test. (D) Quantitative real-time PCR analysis of IAPEz in the indicated ESC lines. Conditional deletions were induced by treatment with 4OHT for the indicated days. Values were normalized to *Atp5b* and *Hspcb* and are relative to the respective WT sample for each KO line, indicated by dashed line. Error bars represent mean ± SD; n = 3 for *Dnmt1* cKO, *Dicer* KO/*Dnmt1* cKO, and *Ago2* KO/*Dnmt1* cKO; n = 2 for *Dicer/Dnmt1* cDKO and *Ago2/Dnmt1* cDKO. *Ago2* KO/*Dnmt1* cKO time points days 9 and 11 were not collected. (E) Heatmap of unbiased hierarchical clustering of all TE classes responsive to *Dicer* KO. Heatmap depicts relative expression (*Z* score) of TEs upon *Dicer* KO. See also Figures S3 and S4I and Tables S2 and S3.

To examine the role of the RNAi pathway during global hypomethylation in more detail, we generated conditional *Dicer*/*Dnmt1* cDKO (conditional double-knockout) ESCs (Figure S3A) and carried out a number of quality controls. Loss of *Dicer* activity was confirmed by loss of expression of mmu-miR-93, while *Dicer*-independent small nucleolar RNAs (snoRNAs) were still expressed (Figure S3A). We generated total RNA-seq data from *Dicer/Dnmt1* cDKO ESCs and found increased antisense transcripts in these cells, as seen earlier in the *Dnmt1* cKO ESCs (Figure S3B). Furthermore, small RNA-seq of *Dicer/Dnmt1* cDKO ESCs showed a depletion of all miRNAs (Figure S3C) and a loss of 21–24 nt small RNAs mapping to all TEs as well as specifically to L1MdGf and IAPEz (Figures 3B and S3D), which proves that the described small RNAs are DICER-dependent products.

Acute conditional deletion of both *Dicer* and *Dnmt1* together resulted in significantly higher levels of transcription of IAPs by day 10 in comparison to those in *Dnmt1* cKO ESCs (Figure 3C). Importantly, there was no notable resilencing of IAP transcripts in *Dicer/Dnmt1* cDKO. This demonstrates that DICER plays a role in the re-repression of IAPs upon global hypomethylation. LINEs and major satellites (non-TE pericentric repeats), while not upregulated upon *Dnmt1* deletion, were also dramatically upregulated following *Dicer* deletion (Figure 3C). *Dicer*/*Dnmt1* cDKO ESCs started to show signs of cell death from day 12 after deletion, potentially as a result of TE mobilization, as has been shown in constitutive *Dicer* KO (Bodak et al., 2017).

We next asked whether deletion of RNAi components downstream of DICER would lead to a similar response and generated conditional *Ago2*/*Dnmt1* cDKO ESCs (Figure S3E). While we initially expected that *Ago2/Dnmt1* cDKO might show comparable results to the *Dicer/Dnmt1* cDKO, we found that the deletion kinetics of *Ago2* KO were substantially slower than those of *Dicer* KO (Figures S3F and S3G). Surprisingly, however, we found that transcriptional upregulation of TEs in the *Ago2/Dnmt1* cDKO was considerably blunted (Figure 3D).

To gain deeper insights into the blunted TE expression, we constitutively deleted *Ago2* or *Dicer* using CRISPR/Cas9 genome editing in the background of *Dnmt1* cKO ESCs (Figures S3H–S3J). We first determined the effect of *Dicer* KO on genic and transposon transcription and were able to identify TEs that were solely dependent on DICER for their silencing, such as L1MdGf (Figures 3E and S3K–S3O).

We next performed a time course of *Dnmt1* deletion in *Ago2* KO/*Dnmt1* cKO and in *Dicer* KO/*Dnmt1* cKO and measured IAP expression by quantitative real-time PCR. Notably, we found substantially attenuated upregulation of IAPs upon *Dnmt1* deletion in both ESC lines, which was confirmed by total RNA-seq (Figures 3D and S3O). These results indicate that, in addition to DNA methylation and RNAi, alternative TE silencing mechanisms can be recruited. While DICER-dependent mechanisms restrict the expression of specific TE classes upon deletion of *Dnmt1*, ablation of the RNAi pathway prior to demethylation triggers the engagement of another silencing mechanism. Since repressive histone marks have been shown to contribute to TE repression in somatic tissues and in ESCs (Karimi et al., 2011, Maksakova et al., 2006, Walter et al., 2016), we asked whether these might constitute the additional repressive mechanism observed here.

### TE Silencing by Repressive Histone Marks

To study the involvement of chromatin in TE regulation upon global hypomethylation, we carried out ChIP-seq analyses of the repressive histone marks H3K9me2, H3K9me3, and H3K27me3 at 4 and 8 days after deletion of *Dnmt1*, i.e., before and after transcriptional upregulation of the relevant TE classes. Genome-wide distribution of the repressive histone marks—H3K27me3, H3K9me2, and H3K9me3—confirmed earlier studies (Iurlaro et al., 2017, Tang et al., 2016) with H3K27me3 enrichment in gene bodies and H3K9me2/3 enrichment in TEs (Figure S4A). Additionally, H3K27me3 was enriched in promoter regions but depleted at transcription start sites (TSSs) (Figures S4B and S4C). Upon *Dnmt1* deletion, neither of these repressive histone marks were redistributed genome-wide (Figure S4D).

However, DICER-independent MERVLs showed increased H3K27me3 deposition upon *Dnmt1* deletion, recapitulating what has been reported in naive hypomethylated ESCs (Walter et al., 2016) (Figure 4A). We found H3K9me3 enrichment across IAPs independent of DNA methylation levels, confirming previous results (Figures S4E and S4F) (Walter et al., 2016, Sharif et al., 2016). Importantly, H3K27me3 and H3K9me2 deposition was found on IAPs 9 days after *Dnmt1* deletion, explaining why early, but not late, depletion of *Dicer* or *Ago2* results in sustained TE expression. These results show that two repressive pathways are in place to control TE expression in ESCs (Figure S4I), and importantly, that they are staggered in time, with an “immediate” RNAi response and a subsequent “chronic” chromatin response.

**Figure 4:**
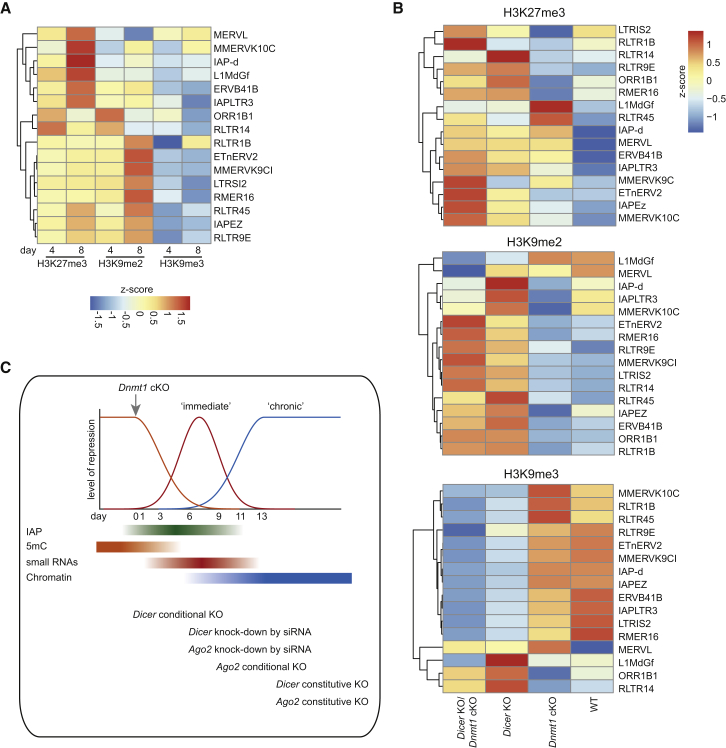
Repressive Histone Modifications Enriched at TEs upon Global Demethylation (A) Heatmap showing relative enrichment (*Z* score) of repressive histone marks (H3K9me3, H3K27me3, and H3K9me2) at TE classes differentially regulated upon both *Dicer* KO (Figure 3A) and *Dnmt1* cKO (Figure 1C) and normalized to enrichment in WT ESCs upon acute deletion of *Dnmt1*. (B) H3K27me3, H3K9me3, and H3K9me2 enrichment over TEs dependent on *Dicer* and *Dnmt1*. Heatmap depicts ChIP-seq data of H3K27me3 mapped to TE families at depicted days after *Dnmt1* cKO, *Dicer* KO, and *Dnmt1/Dicer* cDKO in comparison to WT ESCs. (C) Schematic of the two levels of TE control upon global demethylation. Upon deletion of *Dnmt1*, DNA methylation (5mC; orange)-mediated repression is lost, and transposon expression increases (as an example, IAP expression is shown in green). Subsequently, small RNAs (red; “immediate” response) and repressive histone marks (chromatin, blue; “chronic” response) establish a new repressive environment. Also indicated are the time points at which the different experimental manipulations interfere with the system. See also Figure S4 and Data S1.

To obtain insights into the attenuated IAP expression in *Dicer* KO/*Dnmt1* cKO, we performed ChIP-seq of the same repressive histone marks. 

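ChIP-seq of H3K9me2, H3K27me3 and H3K9me3 was available as 6 libraries, 1 for each of the 3 marks in Dicer KO ESCs and 1 for each mark in Dicer KO/Dnmt1 cKO ESCs, in which Dnmt1 had been deleted as well. With 1 library per mark and genotype, no difference between the genotypes has a replicate check, and no p-value is given. The authors trimmed the reads, mapped them with Bowtie2 to NCBIM37, discarded reads of low mapping quality, and deposited for each tile of the genome the log2 of the observed reads over the reads expected from an even spread of the library. The methods describe 1 kb tiles, whereas the deposited values cover 1327469 tiles of 2 kb. The chromosomes in the file had the same lengths as in the NCBIM37 reference for all 22 chromosomes compared.
Within a library, the antilog of each value was a whole multiple of the worth of 1 read, so the reads of each tile could be recovered. Tiles at the lowest value, which stood at 0.9 of a read, were taken to hold no reads. In no library did more than 1 value lie over 0.1 reads from a whole number. The tiles held 16834940 H3K9me2 reads in the Dicer KO and 20503709 in the Dicer KO/Dnmt1 cKO. For H3K27me3 the totals were 27162045 and 21280804 reads, and for H3K9me3 they were 18155478 and 18931477 reads, in the same order. The median tile held between 13 and 18 reads, and between 6.10% and 6.89% of tiles held none. Each change is the log2 ratio of the Dicer KO/Dnmt1 cKO to the Dicer KO after division by the library's total reads. Its 95% interval covers counting error only, since reads that are PCR copies are not independent.
Because the samples differ by the deletion of Dnmt1 in cells that lack Dicer, reads over both genes were counted first. Over Dnmt1 (ENSMUSG00000004099.8, chromosome 9 from 20711650 to 20757317), the log2 change was 0.58 for H3K9me2, 0.28 for H3K27me3 and −0.17 for H3K9me3. Over Dicer1 (ENSMUSG00000041415.8, chromosome 12 from 105925952 to 105990162), it was 0.22, 0.29 and 0.13. Repressive marks over a gene body do not show whether the gene was deleted, so these counts neither support nor contradict the sample labels.
TEs were located in the reference by their structure, because a repeat annotation was not used here and the TE families of Figure 4B were not analysed here. An LTR element was called where the primer binding site of a tRNA, 18 bp with at most 2 mismatches, was preceded within 800 bp by sequence that recurred between 1500 and 9500 bp downstream with at least 100 shared 14 bp words. The site for tRNA-Phe, TGGTGCCGAAACCCGGGA, gave 3281 elements with a median length of 4503 bp. The sample labels name the strain E14, whereas the paper's methods derive the cells from C57BL/6 ESCs, the strain of the reference by general knowledge. Differences between strains in TE copies were not examined, so an element of the reference need not be present in these cells. That IAPs prime from tRNA-Phe is general knowledge and was not tested on these files. The site for tRNA-Lys gave 176 elements and the site for tRNA-Pro gave 201, which served for comparison.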

While we did not observe a genome-wide redistribution of H3K27me3, H3K9me2, and H3K9me3 in the *Dicer* KO or the *Dicer* KO/*Dnmt1* cKO (Figures S4G and S4H), we observed a clear redistribution of repressive histone marks over TEs in *Dicer* KO and in particular an enrichment of H3K27me3 and of H3K9me2 at IAPs. This was even further increased upon *Dnmt1* deletion (Figure 4B). Hence, acute deletion of *Dicer* during global demethylation abrogates re-silencing of IAPs while constitutive deletion of *Dicer* instigates a repressive chromatin response in IAPs that suppresses reactivation upon hypomethylation (Figure 4C).

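The genome-wide comparison used tiles with a mean of at least 10 reads over the 2 libraries of a mark. Among the 937566 such tiles for H3K9me2, the Spearman correlation across tiles between the Dicer KO and the Dicer KO/Dnmt1 cKO was 0.416, and simulated pairs of libraries that differed by sampling alone gave 0.514. The correlation was 0.719 over 934281 tiles for H3K27me3 (0.772 simulated) and 0.385 over 929677 tiles for H3K9me3 (0.475 simulated). The simulation drew both libraries from the observed sum of each tile, so sampling noise in that sum became signal shared by the simulated pair. This raises the simulated correlation, so a lower observed one does not show a change beyond sampling. Tiles are not independent replicates.
For H3K9me2, 7.03% of tiles differed at least 2-fold (95% Wilson interval 6.97% to 7.08%), 38072 of them higher and 27800 lower in the Dicer KO/Dnmt1 cKO. The mean over 20 simulated pairs was 5.71%, so the observed share was 1.23 times the simulated share. How far the noise in the observed sums moved the simulated shares was not measured. H3K27me3 differed at least 2-fold in 5.99% of tiles (5.94% to 6.04%), with 28845 higher and 27113 lower, which was 1.40 times the simulated 4.28%. The share for H3K9me3 was 7.48% (7.43% to 7.54%), with 37825 tiles higher and 31750 lower, 1.16 times the simulated 6.44%. Summing tiles to 10 kb moved the shares most, to 0.603% for H3K9me2, 1.04% for H3K27me3 and 0.291% for H3K9me3, and also moved the correlation of H3K9me3 most, to 0.849. The correlations of H3K9me2 and H3K27me3 moved most with a mean of at least 30 reads, to −0.331 and 0.394, and simulated pairs gave −0.318 and 0.494 under the same filter.
On the autosomes, the log2 change of a chromosome's reads lay between −0.04, for H3K27me3 on chromosome 7, and 0.04, for H3K9me2 on chromosome 11. Chromosome X changed by −0.02 for H3K9me2, −0.01 for H3K27me3 and −0.07 for H3K9me3.
Among protein-coding genes with at least 200 reads of a mark in both libraries together, 1 of 10306 changed at least 2-fold in H3K9me2, 17 of 11680 in H3K27me3 and 4 of 10463 in H3K9me3. H3K9me2 rose most over Col1a1 (log2 change 1.00, from 75 to 183 reads), Ppfia3 (0.98) and Klhdc5 (0.92), and fell most over Gm2864 (−0.64), Ces2h (−0.57) and Agr2 (−0.53). Among the largest falls of H3K27me3 were those over Gm1614 (−1.34, from 191 to 59 reads) and Mafa (−1.21), and its largest rises were over the mitochondrial genes mt-Nd2 (1.18), mt-Nd1 (1.15) and mt-Co1 (1.00). H3K9me3 rose most over Tgm2 (0.70), Vps37b (0.66) and C030017K20Rik (0.64), and fell most over the mitochondrial genes mt-Nd2 (−2.23), mt-Nd6 (−1.76) and mt-Nd5 (−1.60). Mitochondrial DNA has no histones, so reads over mitochondrial genes do not measure these marks. The counts of 17 and 4 genes include such genes, and neighbouring ones share tiles and thus reads. Counts under 200 reads for single genes leave wide intervals, such as 0.62 to 1.39 for Col1a1 and −0.90 to −0.16 for Agr2. Each named gene is an extreme picked from all tested, and its interval does not allow for that choice.

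**Figure D1:**
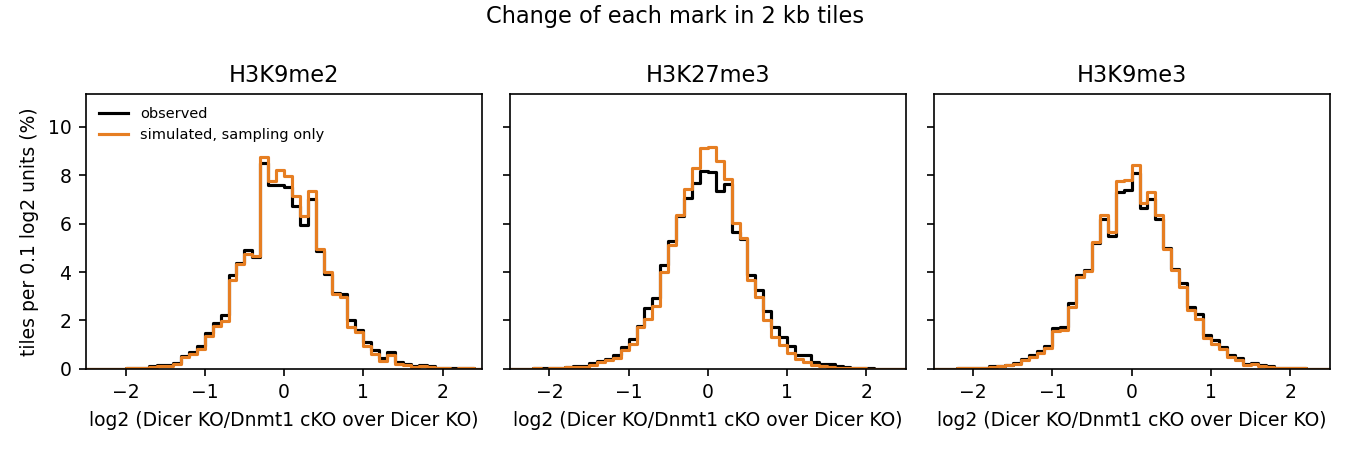
Distribution over 2 kb tiles of the log2 change between the Dicer KO/Dnmt1 cKO and the Dicer KO library of each mark (black), beside a simulated pair of libraries that differ by sampling alone (orange). The vertical axis gives the percentage of tiles per 0.1 log2 units, and the observed distributions, with SDs of 0.55, 0.53 and 0.56, are slightly wider than the simulated ones, with SDs of 0.52, 0.48 and 0.54.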

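The 3281 elements with a tRNA-Phe primer binding site covered 10976 tiles. In the Dicer KO these tiles held 0.259 times the genome's mean number of H3K9me2 reads per tile, 0.317 times the mean for H3K27me3 and 1.02 times the mean for H3K9me3. Reads that map to several copies had been discarded, so levels inside elements are lower limits. Compared with the other marks of the same genotype, H3K9me3 had 3.55 times their share of reads in these tiles in the Dicer KO and 3.15 times in the Dicer KO/Dnmt1 cKO. For H3K27me3 the ratio was 0.495 in the Dicer KO and 0.583 in the Dicer KO/Dnmt1 cKO, and for H3K9me2 it was 0.387 and 0.388. Libraries of WT ESCs were not analysed here, so an effect of Dicer itself was not measured.
Upon Dnmt1 deletion, H3K27me3 rose at the tRNA-Phe elements by a log2 change of 0.11 (95% interval 0.098 to 0.13, from 71166 to 60335 reads in libraries of different size). H3K9me2 changed by −0.07 (−0.088 to −0.047, 36055 and 41906 reads) and H3K9me3 by −0.14 (−0.15 to −0.13, 153415 and 145519 reads). H3K27me3 was higher in 1739 of the 2923 elements with at least 10 reads over both libraries, H3K9me2 in 1124 of 2506 and H3K9me3 in 1160 of 3181. The change of H3K27me3 exceeded that of H3K9me2 by 0.18 (0.16 to 0.21) and that of H3K9me3 by 0.25 (0.23 to 0.27).
Each change was set beside 10000 random lists of tiles outside elements, matched on the length of each run of tiles and on mean reads. The change of H3K27me3 stood at percentile 0.03 of these lists, whose median was 0.15, so the rise was smaller than in other tiles with as few H3K27me3 reads. Against lists matched also on H3K9me2 reads, a matching chosen after seeing the data, it stood at percentile 100.00 with a median of 0.06. H3K9me2 stood at percentile 0.00 of lists with a median of 0.07, and H3K9me3 at percentile 0.00 of lists with a median of −0.03. When H3K9me3 was matched on H3K9me2 reads as well, its percentile was 40.74, with as few as 2 candidates in a bin of reads. Lists matched on GC content in place of a further mark gave percentile 0.00 for each mark. All percentiles describe these libraries only.
Elements with the other primer binding sites moved in the same directions, except that H3K9me2 at tRNA-Lys elements did not change beyond counting error. At tRNA-Lys elements the log2 change was 0.17 for H3K27me3, −0.002 for H3K9me2 (−0.075 to 0.071) and −0.12 for H3K9me3, and at tRNA-Pro elements it was 0.10, −0.17 and −0.08. Of the alternatives, the pair of tiles on either side of each tRNA-Phe element moved H3K27me3 and H3K9me3 most, to 0.02 and −0.05, and tiles wholly inside an element moved H3K9me2 most, to −0.09. Both were chosen after seeing the data.
The paper states that H3K27me3 and H3K9me2 were enriched at IAPs in the Dicer KO and increased further upon Dnmt1 deletion (Figure 4B), and concludes that constitutive deletion of Dicer brings about a repressive chromatin response in IAPs that limits their reactivation upon hypomethylation.

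**Figure D2:**
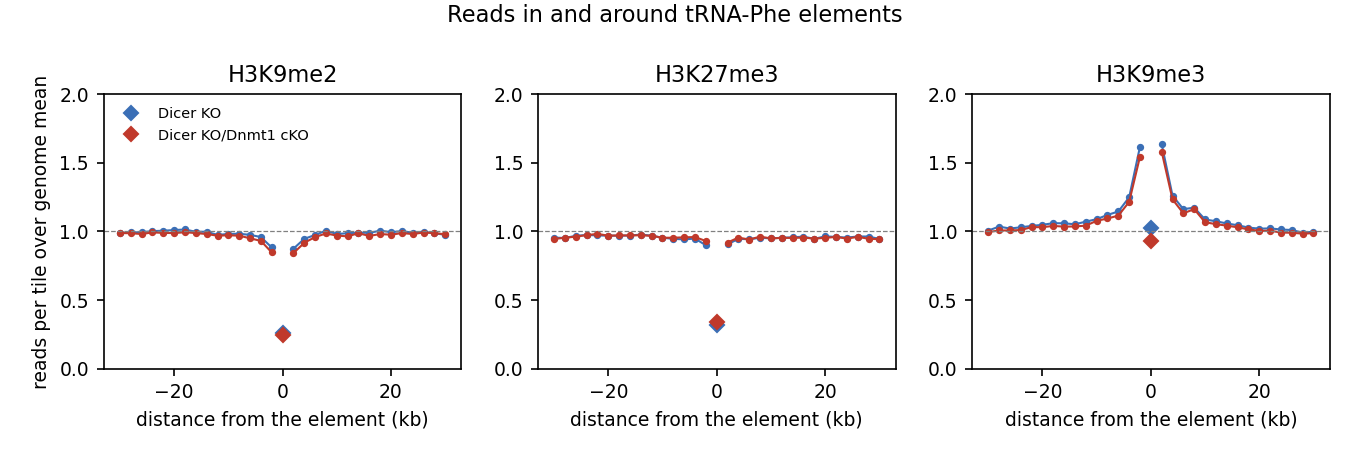
Reads per 2 kb tile over the genome mean in tiles that overlap tRNA-Phe elements (diamonds, distance 0) and in tiles up to 30 kb away on either side (points), for the Dicer KO (blue) and the Dicer KO/Dnmt1 cKO (red). H3K9me3 reaches 1.62 and 1.64 in the tiles next to the elements in the Dicer KO and H3K9me2 falls to 0.883 and 0.874 there.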

## Discussion

How TEs are controlled during global epigenetic reprogramming in the mammalian germline is a highly relevant question. The present study provides, to our knowledge, the first evidence of AGO2-bound endosiRNAs in ESCs during global DNA hypomethylation, which restrict TE expression as judged by acute depletion of *Dicer* or *Ago2*. As we also detect DICER-dependent endosiRNAs in PGCs, it is likely that the described mechanism also operates *in vivo*. This mechanism constitutes a first line of TE defense during epigenetic reprogramming. A second line of defense is provided by chromatin targeting and retargeting, presumably through the evolution of sequence-specific recognition modules of TEs such as zinc-finger proteins (Rowe and Trono, 2011). Our work also indicates a link between these systems; they are staggered in time and thus potentially connected.

Many TE families are associated with transcribed genes or lncRNAs in ESCs (Kelley and Rinn, 2012). This provides the potential for sense/antisense transcription to occur when TEs become demethylated, as observed here (Figure 1F). In oocytes, pseudogenes provide the antisense strand to TEs to feed into an RNAi pathway (Tam et al., 2008) and TEs have been shown to give rise to dsRNA in preimplantation embryos due to their bidirectional promoters (Svoboda et al., 2004). Indeed, we found intragenic active TEs preferentially integrated in antisense direction to the gene (Figure S1K). Previous studies had concluded that this could prevent disruption of normal gene expression (van de Lagemaat et al., 2006). We suggest an additional reason why this direction of insertion is evolutionarily favored: it produces a trapping system (“trap”) for transposon activation during epigenetic reprogramming, in order to tame newly invading TEs (Figure 2A).

Overlapping sense/antisense transcription feeds into an endosiRNA pathway regulated by DICER and AGO2 to silence TEs. The generation of the two constitutive and conditional KO ESCs in the background of the *Dnmt1* cKO allowed us to dissect the dynamics of TE control during global hypomethylation, revealing an “immediate” response that is characterized by endosiRNAs and affected by acute depletion of *Dicer* or *Ago2*. This is followed by a “chronic” response, which is defined by targeting of repressive histone modifications (particularly H3K27me3 and H3K9me2) and occurs subsequent to the endosiRNA response in *Dnmt1* cKO and *Dnmt1/Dicer* cDKO ESCs (Figure 4C). Intriguingly, non-acute depletion of *Dicer* also instigates deposition of H3K27me3 and H3K9me2 independently of DNA demethylation, suggesting that the two systems are linked. We suggest a mechanism of TE control by which the “immediate” endosiRNA response to global methylation erasure is followed by a “chronic” repressive chromatin response. Interestingly, the “chronic” response is initiated by deletion of *Dnmt1* as well as by abrogation of the “immediate” defense. Therefore, the “immediate” and “chronic” responses are not only staggered in time, but also appear mechanistically linked. Unravelling the molecular underpinnings of this link will be an important topic of future work.

The specific response of IAPs and LINEs to loss of DICER may be explained by the fact that they embody the most active retrotransposition competent TE copies in the mouse germline (Maksakova et al., 2006) and are primarily guarded by endosiRNAs, with chromatin playing a secondary role in their transcriptional restriction. Other TEs, in contrast, are primarily controlled by chromatin redistribution upon global demethylation. The present study highlights the exquisite variety and interplay of epigenetic modifications by which the transcription of different TE families is regulated. Future work in this area, particularly with high-coverage long-read sequencing, will hopefully allow the characterization of transcriptional and epigenetic regulation of individual TE copies in the genome.

We identified DICER as an important factor in small RNA-dependent silencing of TEs. Nonetheless, DICER-independent AGO2-bound small RNAs may also play a role in TE silencing (Babiarz et al., 2008, Murchison et al., 2005). DICER-independent small RNAs might also explain the repression of ETns, to which increasing amounts of AGO2-bound small RNAs mapped, but which were not responsive to *Dicer* KO.

TEs benefit from transcriptional activation in the germline, but not in somatic cells (Haig, 2016). Hence, one might speculate that they may regulate aspects of epigenetic reprogramming in germ cells to their benefit. In this respect, TEs may not be the sole benefactors of their own mobilization, but it also impacts the creation of novelty in the host genome. Nevertheless, unrestrained activation and transposition would presumably be detrimental to the host genome, and hence a sophisticated balance of regulatory mechanisms for TEs has evolved in the germline, including the chromatin retargeting and the endosiRNA pathway we report here.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-CD4 microbead	Miltenyl Biotec	Cat #: 130-045-101
Alexa Fluor 647, goat anti-mouse IgG antibody	Thermo Fisher Scientific	Cat# A-21236; RRID: AB_141725
Alexa Fluor 568 donkey anti - rabbit IgG antibody	Thermo Fisher Scientific	Cat# A10042; RRID: AB_2534017
Rabbit Anti-Nanog Polyclonal Antibody, Unconjugated	Abcam	Cat# ab80892; RRID: AB_2150114
AGO2 antibody	Dr. O’Carrolls lab	N/A
Histone H3K9me3 antibody	Active Motif	Cat #: 61013; RRID: AB_2687870
H3K27me3-mouse antibody	Active Motif	Cat #: 39155; RRID: AB_2561020
Histone H3K9me2 antibody	Abcam	Cat #: ab1220; RRID: AB_449854

**Bacterial and Virus Strains**		

E.coli: One Shot TOP10 chemically competent cells	Thermo Fisher Scientific	Cat #: K450001

**Chemicals, Peptides, and Recombinant Proteins**		

Tamoxifen	Sigma-Aldrich	Cat #: T5648-1G
mouse LIF	Stem Cell Institute, Cambridge	N/A
Na/Deoxycholate	Sigma-Aldrich	Cat #: D6750-10G
N-lauroylsarcosine	Sigma-Aldrich	Cat #: 61739-5G
Vanadyl ribonucleoside complex	New England Biolabs	Cat #: S1402S
Lipofectamine 2000	Thermo Fisher Scientific	Cat #: 11668027
Protein G-coupled Dynabeads	Thermo Fisher Scientific	Cat #: 10003D
HiFi Uracil+ ReadyMix	KAPABiosystems	Cat #: KK2801
T4 RNA Ligase 2, truncated	New England Biolabs	Cat #: M0242S
Tri-Reagent	Sigma-Aldrich	Cat #: T9424-200ML
Phenol/chloroform/isoamylalcohol (25:24:1)	Life Technologies	Cat #: 15593031
Triton X-100	Sigma-Aldrich	Cat #: RES9690T
Dimethylsulfoxide (DMSO)	Thermo Fisher Scientific	Cat #: TS-20684
Ampicillin	Sigma-Aldrich	Cat #: A9518-5G
Penicillin/Streptomycin	Thermo Fisher Scientific	Cat #: 15140122
L-glutamine	Thermo Fisher Scientific	Cat #: 25030081
Non-essential amino acids	Thermo Fisher Scientific	Cat #: 11140050
2-Mercaptoethanol (50mM)	Life technologies	Cat #: 31350-010
RNase A	Thermo Fisher Scientific	Cat #: EN0531
cOmplete Protease Inhibitor Cocktail	Sigma-Aldrich	Cat #: 00000001169 7498001
Proteinase K	Thermo Fisher Scientific	Cat #: EO0491
Paraformaldehyde 16% Solution	Agar Scientific	Cat #: AGR1026
Gelatine	Sigma-Aldrich	Cat #: G9391
DTT	Sigma-Aldrich	Cat #: D0632-1G
Fetal Bovine Serum (FBS)	Stem Cell Institute, Cambridge	N/A
DMEM (High Glucose) w/L-Glutamine andamp; Na Pyr	Life Technologies	Cat #: 41966-052
NEBuffer 2	New England Biolabs	Cat #: B7002S
Trypsin EDTA (1x) 100ml	Life technologies	Cat #: 25300-054
HyperLadder 1kb, 100bp	Bioline	Cat #: BIO-33053, BIO-33029
SYBR Safe	Invitrogen	Cat #: S33102
SYBR Gold	Life Technologies	Cat #: S11494
PvuI	New England Biolabs	Cat #: R0150S
EcoRI HF	New England Biolabs	Cat #: R3101L
T4 Polynucleotide Kinase	New England Biolabs	Cat #: M0201L
T4 Ligase	New England Biolabs	Cat #: M0202T
Ampure XP beads	Beckman Coulter	Cat #: A63880
T5 Exonuclease	New England Biolabs	Cat #: M0363S
Exonuclease I	New England Biolabs	Cat #: M0293S
Klenow exo-	New England Biolabs	Cat #: M0212L
Glycoblue	Ambion	Cat #: AM9516
Optimem	GIBCO	Cat #: 31985062
DAPI	Thermo Fisher Scientific	Cat #: 62248
MyTaq Redmix	Bioline	Cat #: BIO-25043
Orange G dye	Sigma-Aldrich	Cat #: 861286-25G

**Critical Commercial Assays**		

TruSeq Small RNA Library Prep Kit -Set A (24 rxns) (Set A-c: indexes 1-36)	Illumina	Cat #:RS-200-0012, RS-200-0024, RS-200-0036
NEBNext DNA Library Prep Master Mix Set for Illumina	New England Biolabs	Cat #: E6040S
Imprint DNA Modification Kit	Sigma-Aldrich	Cat #: MOD50-1KT
TruSeq RNA library preparation kit v2	Illumina	Cat #: RS-122-2001
MicroPlex Library Preparation kit	Diagenode	Cat #: C05010012
SmallRNA qRTPCR miRNA kit: mmu_miR93	Taqman	Cat #: TM001090
SmallRNA qRTPCR miRNA kit: mmu_miR7081_mat	Taqman	Cat #: TM467052_mat
SmallRNA qRTPCR miRNA kit: snoRNA202	Taqman	Cat #: 001232
Dharmacon siGENOME SMARTpool, mouse Dicer	Dharmacon	Cat #: MU-040892-01-0005
Dharmacon siGENOME SMARTpool, mouse Dgcr8	Dharmacon	Cat #: MU-051365-00-0002
Dharmacon siGENOME SMARTpool, mouse Ago2	Dharmacon	Cat #: MU-058989-01-0005
Dharmacon siGENOME SMARTpool, mouse Dicer	Dharmacon	Cat #: D-001210-02-05
Miniprep kit	QIAGEN	Cat #: 27106
Gel extraction kit	GeneJET	Cat #: K0691
PCR Purification kit	GeneJET	Cat #: K0701
Qiaamp DNA micro kit	QIAGEN	Cat #: 56304
TURBO DNA-free kit	Life Technologies	Cat #: AM1907
Quant-iT PicoGreen dsDNA Assay kit	Life Technologies	Cat #: P11496
Platinum SYBR Green qPCR SuperMix-UDG w/ROX	Life Technologies	Cat #: 11744100
QuickExtract	Epicenter	Cat #: QE09050
Kapa Library Quantification kit	Kapa Biosystems	Cat #: KK4847
High Sensitivity DNA kit	Agilent	Cat #: 5067-4626
High Sensitivity total RNA kit	Agilent	Cat #: 5067-1513

**Deposited Data**		

Raw and analyzed data	This study	GEO: GSE89698
Mouse reference genome NCBI build 37, NCBIM37	Mouse Genome Sequencing Consortium	http://may2012.archive.ensembl.org/Mus_musculus/Info/Index
Mouse repeats	repeatmasker v4.0.3, library version 20130422	http://www.repeatmasker.org/
Mouse ESCs enhancer annotation track	Chen et al., 2012, Creyghton et al., 2010	N/A
CpG island promoters	Illingworth and Bird, 2009	N/A
Promoters: regions −1kb to the transcription start site	Ensemble, NCBIM37 version 67	N/A

**Experimental Models: Cell Lines**		

*Dnmt1* cKO: Passage 12 Dnmt1^loxP/loxP^ (C57BL/6) ESCs	Sharif et al., 2016	N/A
*Dicer/Dnmt1* cDKO: Passage 21 Dicer ^loxP/loxP^/Dnmt1 ^loxP/loxP^ ESCs	This study	See STAR Methods section CRISPR cKO and KO
*Ago2/Dnmt1* cDKO: Passage 21 Ago2 ^loxP/loxP^ /Dnmt1 ^loxP/loxP^ ES cells	This study	See STAR Methods section CRISPR cKO and KO
*Dicer* KO: Passage 17 *Dicer* KO/*Dnmt1*^loxP/loxP^ ES cells	This study	See STAR Methods section CRISPR cKO and KO
*Ago2* KO: Passage 17 *Ago2* KO/*Dnmt1*^loxP/loxP^ ES cells	This study	See STAR Methods section CRISPR cKO and KO

**Experimental Models: Organisms/Strains**		

Mouse: C57BL/6J female mice carrying the Oct4-GFP transgene in the developing gonad: B6.Cg-Tg(GOF18/EGFP)11Ymat/Rbrc	Yoshimizu et al., 1999	RRID: IMSR_RBRC00868

**Oligonucleotides**		

Primers for CRISPR clone generation, see Table S3	This paper	N/A
Primers for RTqPCR clone generation, see Table S2	This paper	N/A

**Recombinant DNA**		

Cas9 plasmid: pSpCas9(BB)-2A-GFP	Ran et al., 2013	Addgene Plasmid #48138
pSpCas9(BB)-2A-hCD4	This study	N/A

**Software and Algorithms**		

Bowtie2	Langmead and Salzberg, 2012	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Bismark	Krueger and Andrews, 2011	https://www.bioinformatics.babraham.ac.uk/projects/bismark/, version 0.14.4
TopHat	Trapnell et al., 2009	http://ccb.jhu.edu/software/tophat/index.shtml
piPipes	Han et al., 2015	https://github.com/bowhan/piPipes/wiki
Trim Galore	N/A	http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/, Version 0.4.1
SeqMonk software	N/A	http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/
DESeq2	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html, version 3.5
Transposon analysis	this study	STAR Methods section Transposon analysis
R	Data analysis	https://www.r-project.org/, version 3.2.5
Adobe Illustrator	Figures	http://www.adobe.com/de/products/illustrator.html, version CC 2015.3

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Rebecca Berrens (). The AGO2 antibody was obtained from EMBL, after establishing an MTA with the laboratory of Prof. Donal O’Carroll at University of Edinburgh.

### Experimental Model and Subject Details

#### Cell lines

Mouse embryonic stem cell (ESC) lines were used in this study. *Dnmt1*^loxP/loxP^ ESCs (strain C57BL/6) were obtained from Haruhiko Koseki, RIKEN Center for Integrative Medical Sciences, Yokohama City, Japan (Sharif et al., 2016). *Dicer/Dnmt1* cDKO, *Ago2/Dnmt1* cDKO, *Dicer* KO and *Ago2* KO ESC lines were generated using *Dnmt1*^loxP/loxP^ ESCs using the CRISPR/Cas9 targeting and screening primers mentioned in Table S3.

#### Mice

All *in vivo* PGC samples were collected from timed matings of C57Bl/6J male with C57BL/6J female mice carrying the Oct4-GFP transgene expressed in the developing gonad (Yoshimizu et al., 1999). Primordial germ cells from male and female embryos at E13.5 and E14.5 were collected. All procedures were covered by a project license (to WR) under the Animal (Scientific Procedures) Act 1986, and are locally regulated by the Babraham Institute Animal Welfare, Experimentation, and Ethics Committee.

### Method Details

#### DNA/RNA Extraction

Genomic DNA was prepared using QIAmp DNA Micro Kit (QIAGEN). RNA was extracted using TriReagent (Sigma) and Phase Lock tubes (5Prime) following manufacturers’ instructions and subjected to DNase treatment using the DNA-free kit (Ambion DNA-free DNA Cat #1311027) according to the manufacturers’ instructions.

#### Small RNA Quantitative Real-Time PCR

For small RNA qPCR Taqman miRNA kits were used according to the manufacturer’s’ instructions for mmu_miR93 (Taqman, Cat. No. TM001090), mmu_miR7081_mat (Taqman, Cat. No. TM467052_mat) and snoRNA202 (Taqman, Cat. No. 001232) was used as a positive control. Quantitative real-time PCR primers are listed in Table S2.

#### AGO2 IP

ESCs were cultured on 15 cm dishes and harvested in 1 x PBS. Pellets were frozen at −80°C until further processing. ESC were resuspended in 300 μl Lysis buffer (50 mM Tris, pH8, 150 mM NaCl, 5 mM MgCl_2_, 15% Glycerol, 1 mM DTT, 0.5% Sodium deoxycholate, 0.5% Triton X-100, Protease inhibitor cocktail (Roche), 50μg/ml yeast tRNA, 2mM Vanadyl ribonucleoside complex) and cells were pelleted at 10,000 rpm, 10 min, 4°C. The supernatant was used as whole ESC extract. 25 μL beads (protein G Sepharose) were washed 3 times with 1 mL of Wash Buffer (10 mM Tris pH 8, 150 mM NaCl, 1 mM MgCl_2_, 0,01% NP-40). 50 μl of purified AGO2 antibody (O’Carroll lab) was added, filled up to 1mL with Wash Buffer and incubated O/N at 4°C in a rotating wheel. On the next day, the beads were washed 3 times with Wash Buffer and the negative control (beads with extract but without serum) was prepared. The ESC extract was pre-spun to remove precipitated proteins and 200μL extract was added to the beads and filled up to 600μL with Lysis buffer. The mix was incubated for 2-4h at 4°C in a rotating wheel and subsequently washed 5 times with wash buffer and the IP was eluted with 300μL Proteinase K buffer (10 mM Tris pH 7,5, 0,5% SDS, 5 mM EDTA, 1 μL Proteinase K/reaction) after 30 min for 50°C incubation on the thermomixer, at 850 rpm. RNA was isolated by phenol extraction and eluted in 8 μl H_2_O.

#### RNAi knockdown of Ago2, Dicer1, Dgcr8 in Dnmt1fl/fl ES cells

RNA interference experiments were performed according to manufacturers’ instructions with modifications. Transfections of Dharmacon siGENOME SMARTpool siRNA against mouse *Dicer* (Dharmacon, Cat. No. MU-040892-01-0005), *Dgcr8* (Dharmacon, Cat. No. MU-051365-00-0002) or *Ago2* (Dharmacon, Cat. No. MU-058989-01-0005) and siGENOME non-targeting siRNA#2 (Dharmacon, Cat. No. D-001210-02-05) were performed with Lipofectamine 2000 according to the manufacturers’ instructions. The transfection was done in two rounds. The cells were plated at a density of 1 × 10ˆ5 ES cells per well of gelatinized 12-well plate. One day later the first transfection was done the following for each well of a 12 well plate: 50uM siRNA were added to 100 μl DMEM. 6 μl of Lipofectamin2000 were mixed with 100 μl DMEM. The mix was incubated for 5 min at room temperature. Afterward the two solutions were mixed and incubated at room temperature for 15 min. 200 μl of the siRNA and Lipofectamin2000 mix were added to each well of a 12 well plate. On the third day the medium was changed. On the fourth day the second transfection was done the following: 125uM siRNA were added to 250 μl DMEM. 7.5 μl of Lipofectamin2000 were added to 250 μl DMEM and incubated at room temperature for 5 min. The solutions were then mixed and again incubated for 15 min at room temperature. The cells were washed with PBS, trypsinized, inactivated and resuspended in ESC medium and plated on a gelatinized 6-well plate I a total volume of 1.8 mL each well. 500μl of siRNA and Lipofectamin2000 were added to each well. The ESCs were incubated at 37C for 6 hours and then the medium was changed.

Cells were harvested 48 h after the 2^nd^ transfection and RNA was extracted and analyzed.

#### Quantitative Real-Time PCR

100 ng −1 μg of DNase treated RNA was reverse transcribed (Thermo RevertAid #K1622) using random hexamer primers. Endogenous controls (*Atp5b*, *Hspcb*, *U1*) were used to normalize expression. Primers are listed in Table S2.

#### CRISPR cKO and KO

guideRNAs (gRNAs) were constructed following https://chopchop.rc.fas.harvard.edu/ and http://crispr.mit.edu/ and cloned following the protocol by Ran et al. (2013) into pSpCas9(BB)-2A-GFP (Addgene plasmid ID: 48138) or pSpCas9(BB)-2A-hCD4, constructed by replacing the GFP in the pSpCas9(BB)-2A-GFP with human CD4. Cells were cultured on feeder plates and transfected with 1 μg gRNA and 100 ng donor DNA, where appropriate, using Lipofectamine 2000 transfection reagent. Cells were sorted for GFP in single cell colonies into 96 well plates using flow cytometry or CD4 expression plating on 10cm dishes as single cell colonies. Colonies were screened by PCR using MyTaq (Bioline, BIO-25044) and Sanger sequencing. See Figure S3 for knock out strategy and Table S3 for gRNAs, screening primers and donor DNA sequence.

#### Fluorescence-activated cell sorting (FACS)

Cells were trypsinized and resuspended in PBS + 1% FBS and analyzed on a LSR Fortessa Cell Analyzer (BD). Cells were gated for singlets and living cells were identified using the level of DAPI incorporation and the level of GFP signal was recorded for each cell.

#### CD4 pull down

Cells were trypsinized and resuspended in 70 μl 1 x PBS and stained with human CD4 Microbead antibody (Miltenyl Biotec, Cat. No. 130-045-101) according to manufacturers’ instructions. The CD4 positive cells were enriched using MACS columns. Negative cells were collected from flow through. The cells were eluted in 500 μl 1 x PBS.

#### *In vivo* PGC collection

All embryonic samples for library preparation were collected from timed mattings of C57BL/6J female mice PGCs that express the Oct4-GFP transgene in the developing gonad (Yoshimizu et al., 1999). E13.5 and E14.5 PGCs, male and female samples were collected separately and after collagenase digestion PGC samples were sorted for GFP positive cells using a FACSAria (BD) cell sorter with > 98% purity.

#### Cell lines and culture conditions

Mouse ESCs were cultured with or without feeders on gelatinized plates (0.1% gelatin) in serum-containing media (DMEM 4,500 mg/l glucose, 4 mM L-glutamine, 15% fetal bovine serum, 1 U/ml penicillin, 1 μg/ml streptomycin, 0.1 mM nonessential amino acids, 50 μM β-mercaptoethanol) supplemented with mouse LIF at 37°C and 5% CO_2_. Conditional deletion was induced by Cre mediated recombination, as described before (Sharif et al., 2016). Cre expression was induced in response to tamoxifen (4OHT, 800 nM).

#### WGBS-seq libraries

For preparation of WGBS-seq libraries, genomic DNA was sonicated using a Covaris Sonicator, followed by end-repair, A-tailing and methylated adaptor (Illumina) ligation using NEBNext reagents (E6040S, NEB). Afterward the libraries were bisulfite treated using Imprint DNA modification kit (MOD50-1KT, Sigma), followed by library amplification with indexed primers using KAPA HiFi Uracil HotStart DNA Polymerase (KAPA HiFi Uracil+, KK2801/2). Subsequently, the amplified libraries were purified and assessed for quality and quantity using High-Sensitivity DNA chips on an Agilent Bioanalyzer. High-throughput sequencing of all libraries was carried out with a 75 bp or 50 bp paired-end (PE) sequencing on Illumina HiSeq 2500 instruments using TruSeq reagents (Illumina, San Diego, CA, USA), according to manufacturers’ instructions.

#### ChIP-seq libraries

ESCs were grown on 15 cm dishes coated with 0.1% gelatine until they were 80% confluent. Subsequently cells were cross-linked with 1% methanol-free formaldehyde in fresh medium for 10 minutes. To quench the cross-linking, 0.2 M final concentration of glycine was added. ESCs were washed twice with ice cold 1 x PBS (137 mM NaCl, 2.7 mM KCl, 10 mM Na2HPO4, 2 mM KH2PO4 dissolved in 800 mL distilled H2O, pH was adjusted to 7.4 with HCl) and harvested using a cell scraper. Cells were then pelleted by centrifugation at 8,000 x g at 4 ◦C for 3 min. Pellets were resuspended in LB1 buffer (50 mM HEPES’ KOH, pH 7.5; 140 mM NaCl; 1 mM EDTA; 10% glycerol; 0.5% NP-40; 0.25% Triton X-100, protease inhibitors) for 10 minutes at 4°C, pelleted and resuspended in LB2 buffer (10 mM Tris/HCl, pH 8.0; 200 mM NaCl; 1 mM EDTA; 0.5 mM EGTA, protease inhibitors) for 10 minutes at 4 ◦C. Cells were pelleted and resuspended in LB3 buffer (10 mM Tris-HCl, pH 8; 100 mM NaCl; 1 mM EDTA; 0.5 mM EGTA; 0.1% Na/Deoxycholate; 0.5% N-Lauroylsarcosine, protease inhibitors). Next the cells were sonicated using Misonix Sonicator 3000. Triton X-100 was added to a final concentration of 1% and the lysate was centrifuged at 20,000 x g for 10 min to pellet the debris. The bead-antibody complexes were prepared before adding the sonicated DNA. Protein G-coupled Dynabeads (Thermo Fisher Scientific, Cat. No. 10003D) and the primary antibodies in PBS with 5 mg/ml BSA were incubated ON. Subsequently, the bead-antibody complexes were added to the sonicated chromatin and both were incubated at 4 ◦C ON. On the following day, beads were washed extensively with RIPA buffer (50 mM HEPES pH 7.6, 1 mM EDTA, 0.7% Na deoxycholate, 1% NP-40, 0.5M LiCl), once with 1x TE bu er (1 M Tris-HCl (pH approximately 8.0), 0.1 M EDTA) and eluted in 200 μL of buffer containing 1% SDS and 0.1 M NaHCO3. They were then incubated at 65°C ON for reverse cross-linking. RNase A treatment at 37°C was carried out for 1 h, then Proteinase K treatment at 55°C for 2 h. The DNA was then extracted with phenol/chloroform, followed by ethanol precipitation. ChIP-seq library preparation was performed using MicroPlex Library Preparation kit (Diagenode) following manufacturer’s instructions. Libraries were quantified using the High Sensitivity DNA Bioanalyzer kit and Kapa library quantification. High-throughput sequencing of all libraries was carried out with a 100 bp PE sequencing on Illumina HiSeq 2500 instruments.

#### Small RNA-seq libraries

Small RNA-seq libraries were produced according to the Illumina protocol (RS-200-0012), with the following changes: 10 ng or 1 μg RNA (RIN of 8-10) were used as input material. The instructions were followed until the cDNA purification. In order to purify the cDNA, the samples were run on 10% Novex PAGE gel. The entire area between the 145 and 160 bp markers was excised, gel purified by addition of 0.3 M NaCl and the DNA was eluted from the gel by rotation over night at 4°C. The DNA was precipitated in EtOH overnight and the library was quantified using the HighSensitivity Bioanalyzer kit. The small RNA-seq libraries were additionally quantified by Kapa Library Quantification. The libraries were pooled according to their molecular weight. High-throughput sequencing of all libraries was carried out with a 50 bp SE on Miseq or SE and PE on Illumina HiSeq 2500 instruments.

#### Total RNA-seq libraries

Stranded Total RNaseq libraries were prepared according to manufacturers’ protocols using the Illumina stranded Total RNaseq library preparation after Ribo-zero depletion. High-throughput sequencing of all libraries was carried out with a 100 bp PE on Illumina HiSeq 2500 instruments.

### Quantification and Statistical Analysis

#### WGBS-seq mapping and analysis

Raw sequence reads from WBGS libraries were trimmed to remove poor quality reads and adaptor contamination, using Trim Galore (v0.4.1, http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) with default parameters. The remaining sequences were mapped using Bismark (v0.14.4) (Krueger and Andrews, 2011) with default parameters to the mouse reference genome Ensembl v67 NCBIM37 in paired-end mode. Reads were then deduplicated and CpG methylation calls were extracted from the deduplicated mapping output using the Bismark methylation extractor (v0.14.4) in paired end mode. CpG methylation calls were analyzed using R and SeqMonk software (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). The custom R scripts can be found in Data S1. Global CpG methylation levels of pooled replicates were calculated in windows of 50 CpGs with a coverage of at least 3, illustrated using bean plots. Methylation over a given genomic feature was calculated by averaging the individual methylation levels of CpGs covered by at least 3 reads and only features with at least 50 CpGs were used. Promoters were defined as the region −1 kb to the transcription start site as annotated in Ensembl NCBIM37 v67. For analysis of specific genome features these were defined as follows: Gene bodies (probes overlapping genes), CGI promoters (promoters containing a CGI) (Illingworth and Bird, 2009), non-CGI promoters (all other promoters).

#### RNA-seq mapping and analysis

RNA-seq sequences were trimmed using Trim Galore using default settings. Trimmed sequencing reads were aligned to mouse genome assembly NCBIM37 using TopHat (Trapnell et al., 2009) and reads with MAPQ scores < 20 were discarded. Mapped RNA-seq data were quantitated using the RNA-seq quantitation pipeline in SeqMonk software to generate log2 RPM (reads per million reads of library) expression values. Genes were considered to be differentially expressed if they were significantly different (p < 0.05 after Benjamini and Hochberg multiple testing correction) when analyzed with both DESeq2 and Intensity difference (SeqMonk) statistical tests.

Global pervasive transcription, was calculated as following: Genes with significant antisense expression were identified by initially counting both sense and antisense reads over all genes in the genome. A global expected antisense level was defined by the total proportion of antisense reads across all genes. Individual genes were considered to show significant antisense expression if they had a binomial p value < 0.05 following multiple testing correction (FDR) using the global antisense proportion as the expected success rate, the total reads for that gene as the trials and the total antisense reads for that gene as successes. Additionally, the raw antisense transcription counts for all samples was calculated and significant differential antisense expression was calculated using DESeq2 with an FDR < 0.05. The overlap of the two quantifications was used to define pervasive transcription, and the difference in antisense transcription between WT and KO samples at each time point was plotted using R.

#### ChIP-seq mapping and analysis

ChIP-seq sequencing data was trimmed to remove poor quality reads, adaptor and barcodes sequences using Trim Galore. Trimmed data were mapped using Bowtie2 (Langmead and Salzberg, 2012) against the mouse reference genome Ensembl v67 NCBIM37 and reads with a MAPQ value < 20 were discarded. Mapped ChIP-seq data were quantitated creating 1kb tiles of the whole genome and calculating the log2 observed/expected value comparing the observed read count with the expected count had all reads been uniformly distributed over the genome.

#### Small RNA-seq mapping and analysis

For small RNA-seq data analysis trimmed sequencing reads were filtered to 20-24nt length and mapped to the mouse NCBIM37 genome assembly using Bowtie2. Raw overlap counts for each small RNA molecule were quantitated using SeqMonk. Graphing and statistics was performed using Excel or R. For consensus sequence mapping the piPipes small RNA pipeline was used (https://github.com/bowhan/piPipes) (Han et al., 2015). IAPEZ consensus sequences were used from repeatmasker libraries (repeatmasker v4.0.3, library version 20130422). Additionally, the small RNA-seq data processing was performed using the freely available piRNA pipeline piPipes. For repeat mapping, trimmed data were mapped using Bowtie2 against repeats as defined in the analysis by using the mouse repeatmasker annotation. The plots shown were generated as described below: The distribution of small RNAs was computed by mapping all small RNA-seq reads to the individual genomic features. The length distribution was calculated taking all uniquely mapped small RNAs into account, excluding small RNA-seq mapping to ribosomal RNAs (rRNAs). For all subsequent analysis, small RNA reads were pre-filtered as follows: reads mapping to rRNAs and miRNAs were excluded, then reads aligning to the repeat masked mm9 genome (all annotated repeats were masked/replaced by Ns) were removed, too. The remaining small RNAs reads were mapped to the mouse repeatmasker annotation. The 5′ end nucleotide composition was computed from the uniquely mapped small RNAs. Similarly, analysis of the position of 5′ to 5′ overlap was performed on the mapped small RNAs reads and the length distribution and strand orientation of small RNAs shown was generated using uniquely mapped small RNA reads.

#### Transposon analysis

Repeat locations for a pre-defined set of repeat classes of interest were extracted from the pre-masked repeatmasker 4.0.3-20130422 library in the mm9 genome. Repeat instances within 2 kb of an annotated gene in the Ensembl v67 NCBIM37 gene set were removed to avoid mixing signals from genic expression with specific expression of repetitive sequences. RNA-seq data were processed and mapped as described above (RNA-seq mapping and analysis). We set a standard outlier filtering approach with a cutoff of counts > 3. Overlaps were quantitated between the mapped RNA-seq reads and the repeat instances. This allowed an unbiased identification of TEs depending on *Dnmt1 KO* as well as *Dicer KO*, which we followed throughout this manuscript. Summed counts for all instances of each class of repeat were calculated and these were corrected for both the total length of all TEs and the size of the individual libraries to generate log2 RPM expression values. The matrix of expression values and samples were plotted using the R pheatmap library allowing the repeat classes to cluster using default parameters. WGBS-seq libraries were processed and mapped as described above (WGBS-seq mapping and analysis). Methylation levels at the repeat instances were quantitated by summing up all methylation calls and non-methylation calls for all instances of each class of repeat and calculating the percentage of methylated Cs over all Cs. Only TEs with at least 1000 observations in all samples were used for the analysis and calculation of percentage methylation. For major satellite methylation analysis Bismark (Krueger and Andrews, 2011) was used to map all reads against the mouse major satellite consensus sequence (GSAT from repeatmasker) and the methylation calls from these results were analyzed directly. The custom R scripts can be found in Data S1.

#### Statistics

Statistical values including the exact number of replicates (n), the definition of standard deviation and statistical significance are reported in the Figure Legends.

##### WGBS-seq

For statistical analysis WGBS-seq of Figures 1B and S1 of WT versus *Dnmt1* KO data we used the Wilcoxon rank sum test with Bonferroni correction testing with a p value threshold of < 0.05. The code of the analysis of the retained methylation over TEs can be found in Data S1.

##### Total RNA-seq

To call differentially expressed mRNAs, we applied the SeqMonk intensity difference filter with Benjamini and Hochberg correction for multiple testing with a p value threshold of < 0.05 and overlapped them with the genes called differentially expressed by DESeq2 with a p value threshold of < 0.05 and multiple testing correction.

For TE analysis we only considered significantly differentially expressed TEs p < 0.05 of Dnmt1 KO over WT samples into account. The code of the analysis can be found in Data S1.

##### small RNA-seq

To call differentially expressed miRNAs we overlapped the differentially expressed miRNAs using DESeq2 with multiple testing correction and SeqMonk intensity difference filter with Benjamini and Hochberg correction with a p value of < 0.05.

To call differential amount of mapped small RNAs to TEs we used Students t test to compare day 8 to day 0 enrichment of small RNAs with a p value of < 0.05.

##### ChIP-seq

As we only have data from one measurement we could not call significant differences of histone modification enrichment but show TEs which have at least 2 times higher enrichment in Dnmt1 KO versus WT samples. The code of the analysis can be found in Data S1.

##### Quantitative Real-Time PCR

Each quantitative real-time PCR was done with 3 technical replicates. Differences between conditions that are statistically significant are denoted by ^∗^p value < 0.05, ^∗∗^p value < 0.005 using the standard distributed two tailed t test.

##### siRNA knock-down

Every siRNA knock-down was done in 3 technical replicates. Differences between conditions that are statistically significant are denoted by ^∗^p value < 0.05, ^∗∗^ p value < 0.005 using the standard distributed two tailed t test.

### Data and Software Availability

The accession number for the next-generation-sequencing data reported in this study is GEO: GSE89698. The software of this study can be found in Data S1.

## Author Contributions

R.V.B. conceived and designed the study, performed experiments, analyzed data, and wrote the paper; S.A. analyzed data; D.S., W.D., P.G., J.S., and F.S. performed experiments; N.O. and T.C. helped to design the project; J.S. and H.K. generated original conditional *Dnmt1* knockout ESCs; F.v.M. designed and supervised the study and wrote the paper; and W.R. conceived, designed, and supervised the study and wrote the paper.

How the deposited data were processed for this re-analysis (not part of the article)

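H3K9me2, H3K27me3 and H3K9me3 were measured by ChIP-seq in Dicer KO ESCs and Dicer KO/Dnmt1 cKO ESCs, with 1 library for each mark and genotype. The authors trimmed the reads with Trim Galore, mapped them with Bowtie2 to the mouse genome NCBIM37, discarded reads of low mapping quality and quantified genome tiles in SeqMonk. The authors deposited log2 values of observed over expected reads in 2 kb tiles, although the name of the deposited table speaks of counts. The methods state the same quantity for 1 kb tiles. The paper's text describes removal of duplicate reads for WGBS-seq but not for ChIP-seq. The table held 25 columns of values, of which 6 matched the labels of the samples and 19 were not used.
Whole reads were recovered from the deposited log2 values, since the antilog of each value was a whole multiple of 1 step per library and tiles without reads stood at 0.9 of that step. All further values were computed from these reads with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The GENCODE annotation of NCBIM37 supplied 37310 genes, 22380 of them protein-coding.
Depth per library is given with the first results. A tile with the median of 13 reads has a wide counting interval, so most results are sums or counts over many tiles. The exceptions include the tile of Nnat and the list of imprinted genes, which uses 1 tile for each gene. Some genes named by the rule below also lie in few tiles, such as mt-Nd1 in 1 tile and Mafa and mt-Nd2 in 2 tiles each. Intervals are 95% intervals for counting error only. With 1 library per mark and genotype, no test between genotypes was made.
For the genome-wide comparison, tiles with a mean of at least 10 reads over both libraries of a mark entered. The observed values were set beside 20 simulated pairs of libraries, with Poisson sampling around the combined reads of each tile at the observed depths. The combined reads hold sampling noise that both simulated libraries then share. These pairs therefore only approximate the values expected from sampling alone. The design assumed that the files list TE families. They hold tiles only, so that result was replaced by LTR elements found in the reference sequence. The list of primer binding sites came from general knowledge. A site for tRNA-Leu, meant for MERVL, gave no paired element and was removed, so MERVL and the other families of the paper's list were not analysed here.
The tests of explanations were not all fixed in advance, and those chosen after a result was seen are named where they are reported. The samples' mapping, the main comparisons and most alternatives were fixed before the data were examined. These alternatives were scaling to a median log2 ratio of 0, scaling by a trimmed mean of log2 ratios (TMM-type, 30% of ratios and 5% of levels trimmed at each end), no minimum of reads with a pseudocount of 1 read, a mean of at least 30 reads, tiles summed to 10 kb, autosomes only, leaving out the 0.1% of tiles with most reads, leaving out the 1% of elements with most reads, the median over elements with at least 10 reads, and elements more than 2 kb from a gene. Chosen after seeing the data were an exact primer binding site, the commonest LTR end, tiles wholly inside an element, the 2 tiles on either side of it, and every alternative for satellite tiles and for classes of annotation. The structural definition of the elements, random lists matched on GC content and random lists matched on the reads of another mark were also chosen after the files had been seen.
Genes and regions were named by a rule set in the design: Dnmt1 and Dicer1, and for each mark the 3 features with at least 200 reads that rose most and the 3 that fell most. The rule allowed genes or 100 kb regions, and both were computed. 1 of the genes is not reported here. Nnat, Blcap, AY036118 and the satellite tiles fall outside the part of the rule that concerns genes and were singled out after their values were seen. A list of 24 imprinted genes was written from general knowledge before the values of its members were seen, and 20 of them lay in different tiles and were tested.
Changes predicted from GC content took the genome-wide ratio of the libraries in each of 50 bins of GC content. Scripts were tested on simulated data. The finder recovered 200 of 200 planted elements at each of 3 levels of divergence between the LTRs, and called 0 elements at lone primer binding sites. Tiles raised 4-fold were found at a median log2 change of 1.99, and element tiles raised by 0.1 gave 0.098. A simulated trend with GC content changed 12668 element tiles by 0.029, and GC content alone predicted 0.038. A list of 20 random genes lowered by 0.5 stood at percentile 0.00 of the random lists and an unchanged one at percentile 50.55.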

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

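The GC-content test of the satellite tiles was chosen only after the result was seen; the other tests in this part were written down before their values were computed. The paper discusses transcription of major satellites and the demethylation of an imprint control region, but its text does not report these histone marks at the tiles, region and genes below. Each was singled out after its values were seen.

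Satellite tiles. The tiles with most reads in the genome belong to a tandem repeat of 234 bp, and 26 of the 1328 tiles with most reads shared at least 5% of their 20 bp words with an array of this repeat on chromosome 9. In these 26 tiles H3K27me3 rose by a log2 change of 0.55, from 0.384% to 0.563% of the library, and was higher in 25 of them. H3K9me2 changed by −0.32 there and was lower in 25 of the tiles, and H3K9me3 changed by 0.05. GC content predicted 0.021 for H3K27me3, less than was seen. A larger share of background reads in the H3K27me3 library of the Dicer KO/Dnmt1 cKO stays open. A mixture of the Dicer KO profile with 22.7% of the H3K9me2 profile, fitted on the tiles with most H3K27me3, gave a rise of 0.37, and because an input library was not used here, the true background of these tiles is not known. For this reason background and a gain of H3K27me3 upon Dnmt1 deletion cannot be told apart in the satellite tiles. The number of repeat copies that the reference collapses was not examined, and no explanation of the change of H3K9me2 was tested.

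Region around AY036118. The 100 kb region of chromosome 17 from 39900001 to 40000000, which holds the pseudogene AY036118, had the largest fall of H3K27me3 among the regions, with a log2 change of −0.68, from 16443 to 8049 reads. Most of the reads lay in 3 tiles from 39980001 to 39986000, where the change was −0.74 for H3K27me3, 0.32 for H3K9me2 and −0.36 for H3K9me3. The other 47 tiles changed by −0.21 for H3K27me3. GC content alone predicted −0.20 for the region, so it could account for part of the fall but not for its size. Reads from similar sequence elsewhere in the genome and an effect of Dnmt1 deletion were not tested and both stay open.

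Tile of Nnat. In the tile of chromosome 2 from 157384001 to 157386000, shared by the imprinted gene Nnat and its host gene Blcap, H3K9me3 fell by 0.97 on the log2 scale (95% interval −1.46 to −0.48), from 95 to 50 reads. Over the 8 tiles of both genes together the change was −0.87 (± 0.27), and GC content predicted a rise of 0.074. If the fall belonged to imprinted control regions at large, other imprinted genes would fall as well. The tile with most H3K9me3 reads within 5 kb of each gene was taken for 20 other imprinted genes, and 17 of them were lower. Their median change of −0.47 stood at percentile 0.16 of 10000 random gene lists matched on H3K9me3 reads, whose median was −0.15. This is consistent with a loss of H3K9me3 at imprinted control regions upon Dnmt1 deletion, as a hypothesis from 1 library per genotype. The intervals of several genes include 0, and a difference between the cultures other than Dnmt1 stays open.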

How the results depend on the processing

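No paired analysis was possible because each mark and genotype had 1 library, and no alternative that leaves out a replicate applies. Intervals and ranges below therefore reflect counting and processing choices, not replicates.

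At tRNA-Phe elements each mark kept its direction under all 6 alternatives set in advance: from −0.078 to −0.059 for H3K9me2, from 0.11 to 0.12 for H3K27me3 and from −0.15 to −0.12 for H3K9me3. The scalings among them shift values by at most 0.014, so they were too small to reverse a direction. With 4 alternatives chosen after seeing the data, the ranges widened to −0.093 to −0.050, 0.025 to 0.15 and −0.17 to −0.047. For H3K9me3, scaling to a median log2 ratio of 0 gave −0.15 and the median over elements −0.12. Tiles wholly inside an element gave −0.093, 0.15 and −0.17 for H3K9me2, H3K27me3 and H3K9me3. In the tiles on either side H3K27me3 changed by 0.025 and H3K9me3 by −0.047, and the commonest LTR end gave 0.095 for H3K27me3.

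At tRNA-Lys elements, inside tiles gave −0.080 for H3K9me2, an exact primer binding site gave 0.26 for H3K27me3 and −0.058 for H3K9me3, and the tiles on either side gave 0.031 and −0.055. At tRNA-Pro elements, the tiles on either side gave −0.005, 0.047 and −0.038 for H3K9me2, H3K27me3 and H3K9me3, and the commonest LTR end gave 0.17 for H3K27me3. Without the 1% of tRNA-Pro elements with most reads, the ratio to the other marks was 0.642 for H3K27me3 and 2.84 for H3K9me3 in the Dicer KO, and 0.727 and 2.74 in the Dicer KO/Dnmt1 cKO. The cause was not tested for any of these shifts.

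Most genome-wide values moved with the number of reads per feature. With no minimum and a pseudocount, the correlation and the share of tiles at least 2-fold apart were 0.753 and 9.16% for H3K9me2, 0.873 and 9.40% for H3K27me3, and 0.710 and 8.65% for H3K9me3. At a mean of at least 30 reads they were −0.331 and 1.21%, 0.394 and 1.35%, and 0.264 and 1.23%. Simulated pairs gave correlations of −0.318, 0.494 and 0.280 under that filter, so selecting on the sum of both libraries is enough to lower them. In tiles summed to 10 kb they were 0.867 and 0.603%, 0.951 and 1.04%, and 0.849 and 0.291%, as more reads per feature reduce sampling error. On autosomes only they were 0.407 and 6.94% for H3K9me2, and 0.717 and 5.83% for H3K27me3. Scaling to a median of 0 gave 6.96% for H3K9me2 and 7.59% for H3K9me3, TMM-type scaling gave 7.12% for H3K9me2, and leaving out the 0.1% of tiles with most reads gave a correlation of 0.718 for H3K27me3. The cause of these smaller shifts was not tested.

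For the genes and regions named by the rule, the 2 other scalings were the only alternatives. They shift every feature by at most 0.014, less than any of the counting intervals, so they say nothing about stability. For satellite tiles and classes of annotation, where all alternatives were chosen after seeing the data, 15 values stayed within their counting intervals and 18 moved beyond them. In tiles with a transcription start site, leaving out the 0.1% of tiles with most reads turned the change of H3K9me2 from −0.08 to 0.09 and that of H3K27me3 from −0.08 to −0.20.

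At a median of 13 to 18 reads per tile, the SD of log2 changes from sampling alone was between 0.48 and 0.54, so the depth limits statements about single tiles.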

Differences from the paper's values

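The paper's text gives no numerical value for the measures computed here, so only directions can be compared.

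The paper states that H3K9me2 at IAPs increased further when Dnmt1 was deleted in the Dicer KO. At tRNA-Phe elements, which stand in for IAPs here, H3K9me2 changed by −0.07, and none of the alternatives set before the data were examined gave a rise (−0.078 to −0.059), nor did those chosen after seeing the data. The measures are not the same: the paper scaled TE families to WT ESCs, and the values here are sums over uniquely mapped reads in elements found by structure. Read by eye, the heatmap of Figure 4B shows H3K9me2 at IAPEZ, IAP-d and IAPLTR3 lower in the Dicer KO/Dnmt1 cKO than in the Dicer KO, which is the direction found here, so the difference is from the paper's text.

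The paper states that the marks were not redistributed genome-wide in either genotype that lacks Dicer. The values here set these 2 genotypes beside each other in 2 kb tiles, with no WT library, so the measures are not the same. The share of tiles at least 2-fold apart was 1.23, 1.40 and 1.16 times the simulated share for H3K9me2, H3K27me3 and H3K9me3. In tiles summed to 10 kb, the shares were 0.603%, 1.04% and 0.291%. The 1% of tiles with most H3K27me3 changed by −0.28 in that mark once the 0.1% of tiles with most reads had been left out. With no tiles left out, the change was −0.21. Without replicates it is not known how much 2 libraries of the same genotype would differ.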

Other observations

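The tests of the elements, of few tiles at start sites, of a GC bias shared by all libraries, and of the tiles with most H3K27me3 after tiles were left out, were chosen only after the result was seen. The other tests in this part were written down before their values were computed.

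H3K9me2 at tRNA-Phe elements. The fall of H3K9me2 was not predicted by GC content, which gave 0.0064. Few uniquely mapped reads inside repeats are not the whole cause either, because the tiles on either side, which hold reads near the genome mean, changed by −0.050 (± 0.010). From 8 to 30 kb away the change lay between −0.036 (± 0.019, at 18 kb) and 0.0044 (± 0.019, at 30 kb). All tiles outside genes changed by −0.022 in H3K9me2, so these values do not show a fall that reached beyond the neighbouring tiles. The fall was not particular to these elements, since tRNA-Pro elements fell more, by −0.17 (−0.23 to −0.11). The tRNA-Lys elements did not fall beyond counting error (−0.002), and the difference of 0.030 (± 0.051) from both groups together averages over these unlike groups. In the tiles on either side, the change was 0.0005 (± 0.046) at tRNA-Lys and −0.005 (± 0.047) at tRNA-Pro elements, so whether the fall around the elements is shared stays open. An effect of Dnmt1 deletion on H3K9me2 around LTR elements stays open and was not separated from other differences between the cultures.

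H3K27me3 at tRNA-Phe elements. GC content gave 0.004, and the rise minus that at the other elements was −0.011 (± 0.038), so it was not particular to tRNA-Phe elements; both other groups rose, by 0.17 and 0.099. A flatter H3K27me3 profile in the Dicer KO/Dnmt1 cKO may contribute. The 10% of tiles with least H3K27me3 rose by 0.15. Beside the median of random lists matched on H3K27me3 reads, the excess was −0.032 at tRNA-Phe, 0.058 at tRNA-Lys and 0.019 at tRNA-Pro elements. The tRNA-Lys and tRNA-Pro values stood at percentiles 95.93 and 77.47 of their lists. Beside lists matched also on H3K9me2 reads the excess was 0.053, 0.094 and 0.063, in the same order. At tRNA-Phe elements these comparisons point in opposite directions, so a general flattening and a gain at the elements cannot be told apart. A mixture with the H3K9me2 profile as background would give −0.061 at the elements.

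H3K9me3 at tRNA-Phe elements. GC content predicted 0.022, and the tiles on either side fell too, by −0.047 (± 0.008). The fall was larger than at tRNA-Lys and tRNA-Pro elements together by −0.04 (± 0.027). The difference rests on the tRNA-Pro elements, since the tRNA-Lys elements alone changed by −0.12. Beside the median of random lists matched on H3K9me3 reads, the excess was −0.11 at tRNA-Phe, −0.09 at tRNA-Lys and −0.06 at tRNA-Pro elements, but beside lists matched also on H3K9me2 reads it was −0.0013, −0.042 and −0.0078, smallest at tRNA-Phe elements. These comparisons point in opposite directions, and the last rests on as few as 2 candidates in a bin of reads, so a response stronger at tRNA-Phe elements and one shared by the 3 groups cannot be told apart.

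Tiles with most H3K27me3. In the 1% of tiles with most H3K27me3, the mark changed by −0.28 (± 0.004) once the 0.1% of tiles with most reads had been left out. GC content predicted −0.042. Tiles with a transcription start site fell more than other tiles of the same H3K27me3 level, by −0.15 (± 0.013). An equal fall would be expected from more background reads only if both kinds of tiles held as much background, and H3K9me2, which stands in for background here, was at 0.594 times the genome mean in the start-site tiles and at 1.04 times in the others. A mixture with 22.7% of the H3K9me2 profile gave a difference of −0.029, less than was seen, but an input library was not used here. As first run, with no tiles left out, the change was −0.21, the start-site tiles fell less than the others, by 0.14 (± 0.010), and GC content predicted −0.040. There H3K9me2 was at 6.84 and 1.45 times the genome mean, so the tiles again did not hold equal background. More background reads and a loss of H3K27me3 upon Dnmt1 deletion therefore cannot be told apart in these tiles, and the place where H3K27me3 fell most depends on a few tiles. GC content and background acting together were not tested.

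H3K9me3 at transcription start sites. Tiles with a start site held 3.48 times the genome's mean of H3K9me3 reads in the Dicer KO. A bias shared by all libraries would raise H3K9me2 as much, and H3K9me2 stood at 1.13, with H3K27me3 at 1.51. These levels include the 0.1% of tiles with most reads, without which H3K9me2 stood at 0.616 and H3K27me3 at 1.22. The levels of the other marks thus also depend on these tiles, so this comparison cannot tell whether a bias is shared at start sites. Binding of the antibody at active CpG-rich promoters would give more H3K9me3 where H3K27me3 is low, and the ratio was 0.645 (0.598 to 0.680), the opposite. Without the 0.1% of tiles with most reads H3K9me3 stood at 0.705, so its excess came from a few tiles, and the pattern is not one of start sites.

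H3K9me2 and GC content. Over 10 classes of tiles ranked by GC content, H3K9me2 changed by 0.12 in the class with most GC and by −0.04 in the class next to the lowest. If GC content of the reads were the whole cause, tiles in genes and outside genes with the same GC content would change alike, but those in genes rose more by 0.050 (± 0.002). The same difference was 0.06 for H3K27me3 and 0.04 for H3K9me3, so it is not particular to H3K9me2. In 25164 regions of 100 kb, a larger rise of H3K9me2 where its level was lowest was looked for. The level was the H3K9me2 share in every other tile, divided by the mean share of all 6 libraries there. The change came from the tiles between them. The Spearman correlation of change with level across regions was −0.040, close to no relation. Within 10 classes of GC content its median was 0.189, from −0.022 to 0.292, so with GC content held the relation was mostly the opposite of the one looked for, and its cause stays open. The correlation of the change with GC content was 0.350. Regions are not independent replicates.

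Regions of 100 kb. H3K9me2 changed at least 2-fold in 0 of 25275 regions, H3K27me3 in 1 of 25314 and H3K9me3 in 1 of 25334. The regions named next were picked as extremes of all tested, and no allowance was made for that choice. H3K9me2 rose most on the mitochondrial chromosome (0.88), on chromosome 11 from 94800001 (0.73) and on chromosome 5 from 115600001 (0.66), and fell most on chromosome 2 from 90000001 (−0.52), chromosome 7 from 21500001 (−0.46) and chromosome 12 from 23200001 (−0.46). H3K27me3 rose most on chromosome 17 from 75000001 at Birc6 (1.05), on the mitochondrial chromosome (0.86) and on chromosome 10 from 99900001 (0.81). Apart from the region of AY036118, it fell most on chromosome 14 from 4900001 (−0.62) and chromosome X from 25800001 (−0.54). H3K9me3 rose most on chromosome 16 from 89800001 at Tiam1 (0.46), chromosome X from 12700001 (0.45) and chromosome 7 from 146800001 (0.44), and fell most on the mitochondrial chromosome (−2.14, from 659 to 156 reads), chromosome X from 28800001 (−0.59) and chromosome 5 from 95600001 (−0.58). Mitochondrial DNA has no histones, and its reads moved in opposite directions in different libraries. Chromosome Y changed by −0.13, −0.12 and −0.21 for H3K9me2, H3K27me3 and H3K9me3.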
